# Detailed Analysis of the Genetic and Epigenetic Signatures of iPSC-Derived Mesodiencephalic Dopaminergic Neurons

**DOI:** 10.1016/j.stemcr.2014.03.001

**Published:** 2014-04-03

**Authors:** Reinhard Roessler, Sebastien A. Smallwood, Jesse V. Veenvliet, Petros Pechlivanoglou, Su-Ping Peng, Koushik Chakrabarty, Marian J.A. Groot-Koerkamp, R. Jeroen Pasterkamp, Evelyn Wesseling, Gavin Kelsey, Erik Boddeke, Marten P. Smidt, Sjef Copray

## Abstract

Induced pluripotent stem cells (iPSCs) hold great promise for in vitro generation of disease-relevant cell types, such as mesodiencephalic dopaminergic (mdDA) neurons involved in Parkinson’s disease. Although iPSC-derived midbrain DA neurons have been generated, detailed genetic and epigenetic characterizations of such neurons are lacking. The goal of this study was to examine the authenticity of iPSC-derived DA neurons obtained by established protocols. We FACS purified mdDA (*Pitx3*^*Gfp/+*^) neurons derived from mouse iPSCs and primary mdDA (*Pitx3*^*Gfp/+*^) neurons to analyze and compare their genetic and epigenetic features. Although iPSC-derived DA neurons largely adopted characteristics of their in vivo counterparts, relevant deviations in global gene expression and DNA methylation were found. Hypermethylated genes, mainly involved in neurodevelopment and basic neuronal functions, consequently showed reduced expression levels. Such abnormalities should be addressed because they might affect unambiguous long-term functionality and hamper the potential of iPSC-derived DA neurons for in vitro disease modeling or cell-based therapy.

## Highlights

• Purification of iPSC-derived mdDA neurons and primary embryonic mdDA neurons
• Comparative gene-expression profiling and DNA methylation mapping of mdDA neurons
• High similarity but also differences between primary and iPSC-derived mdDA neurons
• Differences mainly in genes involved in neuron differentiation and development

## Introduction

The field of regenerative medicine experienced a powerful impetus after the groundbreaking discovery of induced pluripotency (Takahashi and Yamanaka, 2006). Numerous publications have shown that mouse as well as human induced pluripotent stem cells (iPSCs) have the potency to differentiate into various clinically relevant cell types, such as cardiomyocytes (Kuzmenkin et al., 2009, Ren et al., 2011), hepatocytes (Espejel et al., 2010), hematopoietic progenitors (Hanna et al., 2007), oligodendrocytes (Czepiel et al., 2011), and specific subtypes of neurons (Karumbayaram et al., 2009, Wernig et al., 2008). Such in vitro-generated iPSC-derived cell types provide new possibilities for disease modeling and cell replacement strategies. In particular, the generation of autologous iPSC-derived midbrain dopaminergic (DA) neurons provides a very interesting tool to study and treat Parkinson’s disease (PD) (Roessler et al., 2013). However, future clinical application of iPSC-derived DA neurons can only be considered realistic if the desired cell population is strictly purified and completely defined.

Several groups have reported the generation of DA neurons from mouse and human iPSCs (Hargus et al., 2010, Swistowski et al., 2010, Wernig et al., 2008). In these studies, iPSC-derived neurons displayed expression of crucial DA markers and exhibited typical neuronal electrophysiological properties. Furthermore, these iPSC-derived DA neurons could functionally integrate into a rat PD model upon transplantation. In principle, these results indicated that a DA neuronal population could be obtained from iPSCs and present important midbrain DA neuronal characteristics. However, genome-wide studies comparing the genetic and epigenetic features of iPSC-derived DA neurons versus primary DA neurons are currently lacking. Since reprogramming of somatic cells to iPSCs resets their identity back to an embryonic stage, iPSC-derived differentiated neurons should be considered freshly formed “embryonic” neurons. Accordingly, a relevant comprehensive comparison of iPSC-derived DA neurons can only be done with freshly formed embryonic and perinatal primary mesodiencephalic DA (mdDA) neurons.

We generated iPSC lines from *Pitx3*^*Gfp/+*^ knockin mouse embryonic fibroblasts. PITX3 is a highly specific mdDA neuron marker that is required for DA neuron differentiation in the substantia nigra (Jacobs et al., 2009, Jacobs et al., 2011, Smidt et al., 2004). Specific PITX3-associated GFP expression allowed us to strictly identify and purify DA neurons from either iPSCs or the ventral midbrain at specific developmental stages by fluorescence-activated cell sorting (FACS). We then subjected these mdDA neurons to genome-wide gene-expression analysis comparing iPSC-derived DA neurons and primary isolated mdDA neurons.

Induction of pluripotency in somatic cells is considered an epigenetic process that entails, among other events, a large series of changes in DNA methylation patterns (Bock et al., 2011, Maherali et al., 2007, Nishino et al., 2011, Ohi et al., 2011). Furthermore, iPSC differentiation into neural progenitor cells and subsequently into a specific neuronal subtype depends on properly established de novo DNA methylation (Lee et al., 2010, Watanabe et al., 2006). Therefore, it is essential not only to evaluate gene expression but also to compare the methylome of iPSC-derived DA neurons with their primary counterparts. In order to obtain a comprehensive profile of the functionally most relevant DNA methylation sites in iPSC-derived DA neurons versus primary mdDA neurons, we performed a genome-wide analysis of CpG island (CGI) methylation using reduced representation bisulfite sequencing (RRBS) (Meissner et al., 2005, Smallwood et al., 2011) on genomic DNA samples isolated from purified neuronal populations.

## Results

### iPSC-Derived Purified *Pitx3*^*Gfp/+*^ Neurons Express Crucial DA Markers

iPSCs were generated from embryonic fibroblasts of *Pitx3*^*Gfp/+*^ transgenic mice and characterized (Figure S1 available online). DA-specific differentiation was performed according to previously described protocols (Chambers et al., 2009, Kawasaki et al., 2000) and resulted in microtubule-associated protein 2 (MAP2)- and tyrosine hydroxylase (TH)-positive PITX3-expressing neurons that exhibited the typical morphology of mature DA neurons (Figures 1A and 1B). A comparative FACS profile showed an absence of GFP-expressing cells within the undifferentiated iPSC population, whereas the DA-differentiated population contained a distinguishable subgroup of GFP-expressing cells (Figure 1C). Upon lineage-specific differentiation, iPSC-derived DA neurons were able to secrete dopamine (Figure 1D), and patch-clamp recordings revealed bona fide electrophysiological properties of the iPSC-derived mdDA neurons (Figures 1E–1G). PITX3-GFP-sorted cells functionally integrated into 6OHDA-lesioned rat brains after intrastriatal implantation, causing a reduction in amphetamine-induced rotation behavior (Figure S2). Our data show successful differentiation of iPSCs toward functional PITX3-expressing mdDA neurons that could be purified from an undefined iPSC-derived cell population. Next, we set out to compare the global gene-expression profile of the iPSC-derived DA neurons with that of the primary mdDA neurons.

**Figure 1:**
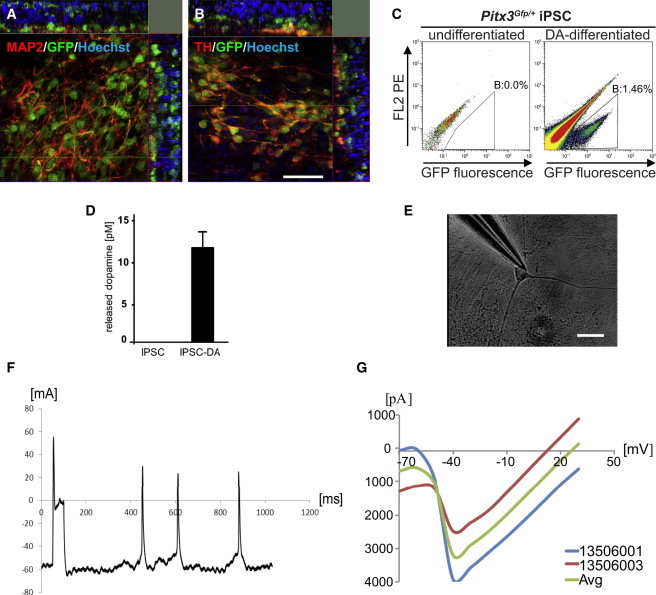
Characterization of *Pitx3*^*Gfp/+*^ iPSC-Derived mdDA Neurons (A) Confocal image of colabeled MAP2- and GFP-positive cells. (B) Confocal image of colabeled TH- and GFP-positive cells. Scale bar, 40 μm. (C) FACS profile comparing undifferentiated and differentiated *Pitx3*^*Gfp/+*^ iPSCs. (D) Quantitative dopamine measurement comparing undifferentiated and differentiated *Pitx3*^*Gfp/+*^ iPSCs (n = 3 independent experiments, error bar represents SD). (E) Representative phase-contrast image of a recorded neuron. Scale bar, 20 μm. (F) Current-clamp recording of an in-vitro-generated mdDA neuron. (G) I-V curve indicative of voltage-independent Ca^2+^ channels and voltage-dependent Na^+^ channels. See also Figures S1 and S2.

### Comparative Expression Profiling: Primary mdDA Neurons versus iPSC-Derived DA Neurons

We performed a genome-wide comparative gene-expression analysis with iPSC-derived PITX3-GFP-positive cells and primary isolated mdDA neurons at several developmental stages (embryonic day 12.5 [E12.5] to postnatal day 0 [P0]; see Figure 2A for experimental scheme). FACS sorting with an efficiency of 98% allowed purification of iPSC-derived PITX3-GFP-positive cells and primary PITX3-GFP-positive mdDA neurons (Figure 2B). Telencephalic brain homogenate served as the negative control for primary cells (Figure 2B), and undifferentiated iPSCs served as the negative control for iPSC-derived GFP-positive cells (as shown in Figure 1C).

**Figure 2:**
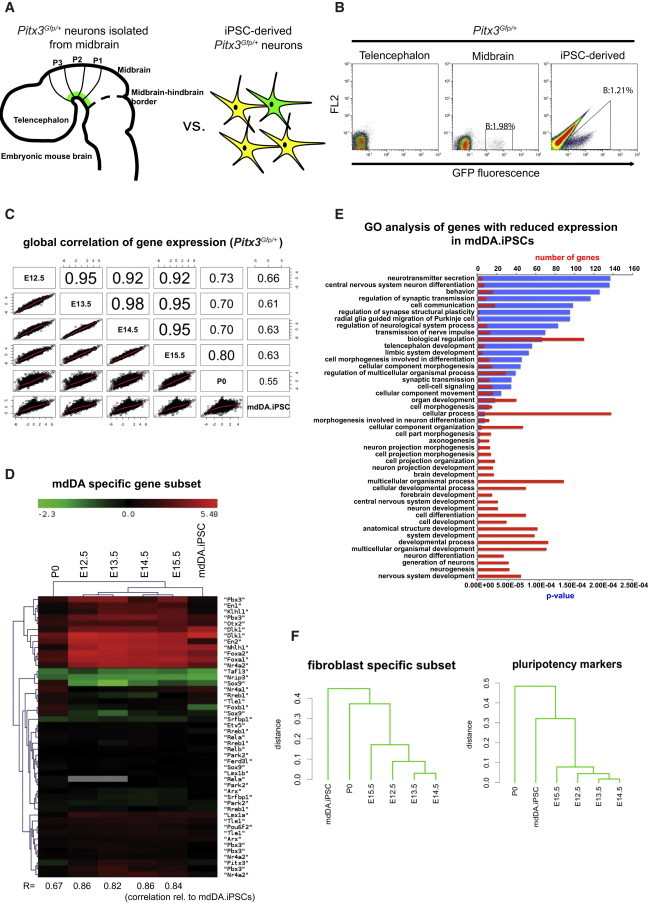
Gene-Expression Profiling: Mesodiencephalic PITX3+ Neurons versus iPSC-Derived PITX3+ Neurons (A) Schematic of the experimental setup. (B) FACS profile of the telencephalon and midbrain of *Pitx3*^*Gfp/+*^ mice (E14.5) compared with iPSC-derived PITX3+ neurons. (C) Correlation matrix of global gene expression comparing all *Pitx3*^*Gfp/+*^ purified neurons. (D) GO term analysis of genes that were most reduced in iPSC-derived mdDA neurons. (E) Expression levels of selected mdDA-specific genes, comparing developmental midbrain stages with iPSC-derived PITX3+ neurons. R, correlation coefficient relative to iPSC-derived DA neurons. (F) Hierarchical clustering for a subset of pluripotency and fibroblast markers. See also Figure S3.

Correlation of the genome-wide expression profiles of *Pitx3*^*Gfp/+*^ mdDA neurons at different developmental stages (Figure 2C) revealed the highest similarities between embryonic mdDA neurons (r = 0.92–0.98). In comparison, the gene-expression profile of iPSC-derived DA neurons was less correlated (highest correlation [r = 0.66] with E14.5 mdDA neurons); however, the weakest correlation was found between iPSC-derived DA neurons and P0 mdDA neurons (r = 0.55).

We performed Gene Ontology (GO) term analyses to annotate genes that were differentially expressed in iPSC-derived DA neurons in comparison with primary embryonic mdDA neurons. We found that the genes that were most downregulated in iPSC-derived DA neurons were associated with GO terms such as nervous system development, neuron differentiation, and neurogenesis (Figure 2D).

We analyzed the expression of an mdDA-specific subset of genes in more detail and found high similarities between iPSC-derived DA neurons and most primary mdDA neurons (Figure 2E). Hierarchical clustering revealed several mdDA-specific genes equally up- or downregulated in primary isolated and iPSC-derived DA neurons. Sample cluster analysis revealed the strongest gene-expression correlation between iPSC-derived mdDA neurons and embryonic primary neurons, whereas postnatal-stage primary mdDA neurons clustered separately. Several key DA genes, such as *Otx2*, *FoxA1*, *FoxA2*, *Nr4a2* (*Nurr1*), *Lmx1a*, and *Lmx1b* were similarly expressed in iPSC-derived mdDA neurons and in embryonic mdDA neurons. Other DA genes, such as *En1* and *En2*, showed expression levels in iPSC-derived mdDA neurons comparable to those in postnatal mdDA neurons. We extended our gene-expression profiling to additional mdDA-specific transcription factors (Chakrabarty et al., 2012), axonal guidance factors, and ion channels (Figure S3). While we observed moderate correlations between iPSC-derived mdDA neurons and primary DA neurons for transcription factors and axonal guidance factors, we found a high correlation for expression levels of ion channels, with the strongest overall correlation (r = 0.82) between E12.5 mdDA neurons and iPSC-derived DA neurons.

In view of the origin of iPSC-derived DA neurons, we also analyzed the transcript profile for pluripotency genes and fibroblast-related genes, visualized by dendrograms (Figure 2F). The gene expression of a set of pluripotency markers was subjected to cluster analysis, which showed similar transcript levels (e.g., *Nanog*, *Oct4* (*Pou5f1*), *Zfp42*, and *Nr0b1* [also known as *Dax1*]) in primary and iPSC-derived cell types (Figure 2F). This result not only substantiates a successful transition away from a pluripotent state but also indicates appropriate silencing of pluripotency genes upon in vitro differentiation. However, a similar cluster analysis performed on a subset of fibroblast-specific markers revealed differential expression in primary and iPSC-derived neurons, suggesting remnants of a still active fibroblast gene program in iPSC-derived DA neurons.

In summary, comparative gene-expression profiling of purified iPSC-derived DA neurons and embryonic mdDA neurons revealed a clear correlation, but less similarity was found between iPSC-derived DA neurons and P0 DA neurons. Downregulated genes in iPSC-derived DA neurons were mainly associated with biological functions such as nervous system development, neurogenesis, and neuron differentiation. These findings prompted us to investigate the nature of this downregulation and to extend our gene-expression analysis by performing in-depth epigenetic profiling focused on DNA methylation.

### Gene-Specific Methylation Profiles Correlate with Gene Expression for Specific DA Markers

First, in order to validate our genome-wide expression profiling data, we performed quantitative PCR (qPCR) experiments for a set of selected key DA genes (*Pitx3*, *Nurr1*, *Dlk1*, *En1*, and *En2*), *Sox9*, and *Desmin*. The expression levels of these particular genes appeared to be in line with the results obtained by microarray analysis, and indicate that DA-specific marker expression in iPSC-derived DA neurons most closely resembles that of terminally differentiated-stage mdDA neurons (Figure 3A). As far as the expression of *Pitx3*, *Nurr1*, *En1*, and *En2* was concerned, the highest similarity was found between iPSC-derived DA and E16.5 mdDA neurons (Figure 3B).

**Figure 3:**
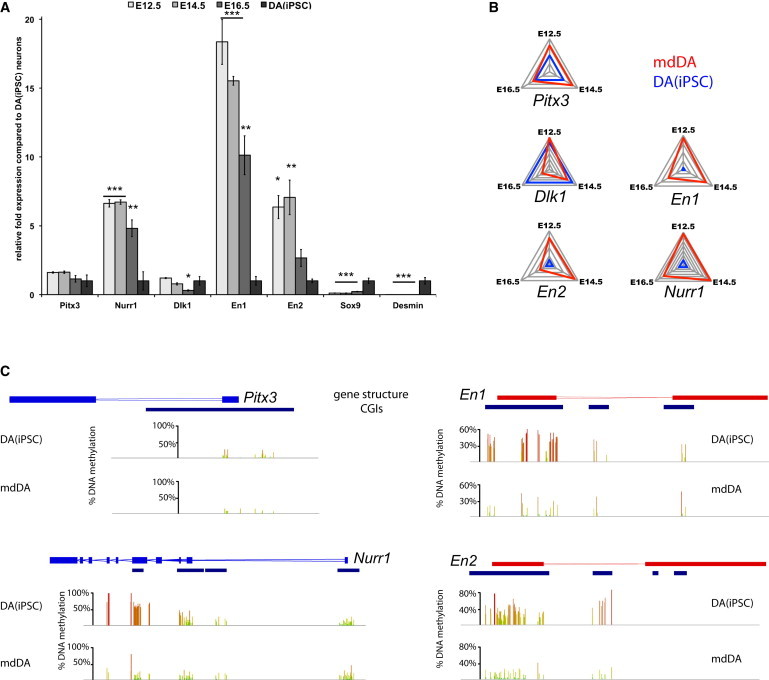
Gene-Specific Methylation Profiles Correlate with Gene Expression for Specific DA Markers (A) qPCR profile comparing the transcript levels of *Pitx3*, *Nurr1*, *Dlk1*, *En1/2*, *Sox9*, and *desmin* in embryonic mdDA neurons and iPSC-derived DA neurons (both purified on *Pitx3*^*Gfp/+*^ expression). One-way ANOVA: ^∗∗∗^p < 0.001; ^∗∗^p < 0.01; ^∗^p < 0.05; n = 3 (biological replicates); error bars represent SDs around the mean. (B) Net plots for *Pitx3*, *Nurr1*, *En1*, *En2*, and *Dlk1* indicate the closest similarities between E16.5 mdDA neurons and iPSC-derived DA neurons for most markers. Axes represent relative fold expression and similarity in primary mdDA neurons (E12.5, E14.5, and E15.5) versus iPSC-DA neurons. (C) Gene-specific DNA methylation profiling reveals nearly identical methylation status for the *Pitx3* gene in primary mdDA neurons and iPSC-derived DA neurons. For *Nurr1* and *En1/2*, intermediate (∼50%) hypermethylation was found. Hypermethylated gene iPSC-DA neurons show decreased transcript levels compared with mdDA neurons. Methylation intensities across CGIs are represented in % (red bars, high CpG methylation; yellow bars, intermediate CpG methylation; green bars, low CpG methylation). See also Figure S4.

Next, we set out to compare the DNA methylation profiles associated with the selected key DA gene expression of iPSC-derived DA and primary mdDA neurons. DNA methylation is a major player in epigenetic regulation of gene expression, and strong methylation of promoters is generally associated with gene silencing. RRBS allowed us to analyze specific CpG methylation at nucleotide resolution on a genome-wide scale. RRBS provides coverage preferentially of CpG-rich regions, such as CGIs. CGIs are predominantly associated with promoter regions surrounding the transcription start site (TSS). We identified and analyzed CGIs and their methylation status for the aforementioned key mdDA factors and found a striking correlation between CGI methylation levels and gene expression (Figure 3C). *Pitx3*, the mdDA marker we used to purify both cell types, revealed equally low methylation in the CGI around exon 1. Active expression of *Pitx3* in both cell types might be due to this permissive DNA methylation state. CGIs in gene bodies of *Nurr1*, *En1*, and *En2* appeared to be more strongly methylated in iPSC-derived DA neurons than in primary mdDA neurons. This specific DNA methylation state in iPSC-derived DA neurons may underlie the somewhat lower relative levels of expression of these key mdDA factors in iPSC-DA neurons in comparison with the primary mdDA neurons. Interestingly, *Nurr1* showed the highest methylation in a CGI around exon 5, which may point to an alternative promoter for the expression of *Nurr1*. Similarly, increased methylation was observed for *En1* and *En2*, in particular at CGIs around exon 1. Additional key mdDA transcription factors, such as *Otx2*, *Lmx1a*, *Lmx1b*, *FoxA1*, *FoxA2*, and the dopamine receptor *Drd2*, were analyzed and their CGI methylation status was examined (Figure S4). Overall, increased CGI methylation in iPSC-DA neurons appeared to be at intermediate levels (around 50%) in comparison with native mdDA neurons. These differences in DNA methylation patterns and, accordingly, the reduction in DA gene-expression levels may have subtle, as yet uncharacterized effects on the proper functionality of iPSC-derived DA neurons. In order to obtain a global view of DNA methylation, we next set out to compare total CpG methylation and CGI methylation in primary mdDA neurons and iPSC-derived mdDA neurons.

### DNA Methylation Landscape in iPSC-Derived DA Neurons and Primary mdDA Neurons

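Genomic DNA was digested with the restriction enzyme MspI, which cuts at CCGG and so enriches CpG-rich fragments, converted with bisulfite and sequenced as single reads of 40 bases (reduced representation bisulfite sequencing, RRBS). Data from 4 libraries were analysed, with 1 library each for iPSCs, NESTIN-GFP precursors collected after 14 days of differentiation, PITX3-GFP-sorted iPSC-DA neurons after 4 weeks of differentiation, and PITX3-GFP-sorted E14.5 mdDA neurons. The authors aligned the reads and called methylation with Bareback and Bismark, and deposited for each cytosine position the percent of methylated calls with the number of methylated and of unmethylated calls. The library of iPSCs held 68545752 calls, that of NESTIN-GFP precursors 31419979, that of iPSC-DA neurons 79648099 and that of mdDA neurons 72993474. The strands of a CpG are listed as separate positions and were kept so, and a position entered a comparison when it had at least 5 calls in each library compared. CpG islands (CGIs) were not predicted from sequence here, because no genome of the build of the files was used. Runs of at least 10 such positions with gaps under 100 bp between neighbours, called CpG clusters below, stand in for CGIs. With 1 library per condition, no difference between libraries could be set against a spread between replicates. Reads of PCR-amplified libraries are not independent molecules, so that the 95% confidence intervals given for shares (Wilson) cover counting error only. For mean differences and correlations across CpGs, the intervals come from leaving out each chromosome in turn (jackknife).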

To determine whether DA neurons derived from iPSCs recapitulate the DNA methylation landscape of their in vivo counterparts isolated from the ventral midbrain, we performed a genome-wide analysis of 5mC (Figure 4). We obtained information on 844,812 CpGs (≥5 read depth) for iPSC-DA neurons and mdDA neurons, with a bisulfite conversion efficiency of >98% as assessed by non-CpG methylation. 

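In the deposited calls, 845153 cytosine positions had at least 5 calls in both DA libraries. The median number of calls at these positions was 72 in iPSC-DA neurons, with quartiles of 30 and 128, and 63 in mdDA neurons, with quartiles of 27 and 115. With a minimum of 10 calls 758728 positions remained, and with a minimum of 1 call 1055992 positions were shared. When neighbouring positions were merged as the strands of 1 CpG, 749332 sites remained.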

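CpG clusters held 558063 of the positions covered in both DA libraries, or 66.03% (95% CI 65.9% to 66.1%). The 17692 clusters had a median length of 239 bp and a median of 22 positions, with a median of 2197 calls per cluster in iPSC-DA neurons and 2007 in mdDA neurons. The alternative that moved this share most, chosen after seeing the data, took clusters as short as 5 positions and gave 78.8%. Clusters of at least 20 positions, chosen in the same way, moved it the other way to 53.6%. With the strands merged, the share was 61.3%.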

Of these, 72% corresponded to CGIs in iPSC-DA neurons and mdDA neurons. Global methylation levels outside of CGIs were similar in iPSC-DA and mdDA neurons, and comparable to those observed in somatic tissues in general (Illingworth et al., 2008, Illingworth et al., 2010; Figures 4A and 4B). Similarly, the CpG methylation levels of iPSC-DA neurons and mdDA neurons were highly correlated (r = 0.85; Figures 4C and 4D). 

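Outside the clusters, mean CpG methylation was 65.7% in iPSC-DA neurons and 63.3% in mdDA neurons over 287090 positions. The mean difference was 2.38 percentage points (95% CI 1.90 to 2.87). The medians had the opposite order, with 77.2% in iPSC-DA neurons and 83.8% in mdDA neurons. The lower quartile was 40.3% in iPSC-DA neurons and 22.3% in mdDA neurons, while the upper quartiles were 94.7% and 96.4%. Positions at 80% or more made up 47.8% of the positions outside clusters in iPSC-DA neurons and 53.8% in mdDA neurons, and positions under 20% made up 14.4% and 23.0%, respectively. With a minimum of 1 call, the mean difference was 1.36 points, and with a minimum of 10 calls it was 2.84 points. When clusters were allowed to be as short as 5 positions, an alternative chosen after seeing the data, the mean outside clusters was lower in iPSC-DA neurons by a difference of -0.213 points. The other cluster definitions, chosen in the same way, gave differences from 1.21 points (gaps under 200 bp) to 4.77 points (at least 20 positions).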

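Across the CpG positions covered in both DA libraries, Pearson's r was 0.8403 (95% CI 0.834 to 0.846) and Spearman's rho was 0.738. Across CpG clusters, with the methylation of a cluster taken as its methylated calls over all its calls, r was 0.763 (95% CI 0.746 to 0.780) and rho was 0.567. CpGs and clusters of a library are not independent replicates, and no p-value is given. With a minimum of 1 call, r across CpGs was 0.776, with a minimum of 10 calls 0.847 and with the strands merged 0.848. Across the positions within clusters that were covered in all 4 libraries, r was 0.646 between iPSC-DA and mdDA neurons, and outside clusters it was 0.805.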

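Within CpG clusters, mean CpG methylation was 19.1% in iPSC-DA neurons and 9.11% in mdDA neurons, a mean difference of 10.0 percentage points (95% CI 9.505 to 10.5). The median was 8.33% in iPSC-DA neurons and 1.37% in mdDA neurons, and the upper quartile was 32.3% and 11.5%, respectively. Of the CpGs in clusters, 11.2% (95% CI 11.1% to 11.3%) had a methylation level from 40% to 60% in iPSC-DA neurons, compared with 1.86% (95% CI 1.82% to 1.89%) in mdDA neurons. CpGs from 20% to 40% made up 18.4% in iPSC-DA neurons and 9.505% in mdDA neurons. CpGs under 20% made up 63.2% in iPSC-DA neurons and 85.4% in mdDA neurons. In clusters low in mdDA neurons, the difference between the libraries was 11.0 points at positions within the first 10 bases of the reads and 10.8 points at positions 30 to 39 bases from the start.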

On the other hand, in a CGI context, iPSC-DA neurons were relatively hypermethylated in comparison with mdDA neurons (Figure 4B), with the relative proportion of CpGs presenting intermediate levels of methylation (i.e., 40%–60%; Figures 4B and 4C). 

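Each CpG cluster was tested with a two-sided Fisher's exact test of its pooled methylated and unmethylated calls, with Benjamini-Hochberg adjustment over all clusters. The test compares the libraries of iPSC-DA and mdDA neurons, not the conditions. It treats all calls as independent, although a read can give several linked calls and PCR copies reads. Its p-values are therefore too small. At an adjusted p-value under 0.05 and a difference of at least 20 percentage points, 4883 clusters were hypermethylated in iPSC-DA neurons and 46 were hypomethylated. On the autosomes, 4806 clusters were hypermethylated and 36 hypomethylated. With a difference of at least 30 points, 3178 clusters were hypermethylated and 10 hypomethylated. Coordinates are given in NCBIM37 (mm9), the build whose chromosome lengths fit the positions in the files. Among called clusters with at least 20 positions of at least 10 calls, the largest gain was at a cluster of 41 positions on chromosome 11 from 101025369 to 101025837. Its methylation was 79.2% (95% CI 77.5% to 80.8%, 2277 calls) in iPSC-DA neurons and 6.17% (95% CI 5.36% to 7.08%, 3000 calls) in mdDA neurons. The largest loss was at a cluster of 28 positions on the X chromosome from 39502914 to 39503076, with 14.0% (95% CI 12.2% to 16.0%, 1293 calls) in iPSC-DA neurons and 41.9% (95% CI 38.7% to 45.1%, 934 calls) in mdDA neurons. The largest loss on an autosome was on chromosome 13 from 120276808 to 120277345, with 52.0% in iPSC-DA and 72.7% in mdDA neurons. Calls on the X differed between these libraries by 0.28 on the log2 scale relative to the autosomes. In mdDA neurons, CpGs in clusters covered in all 4 libraries averaged 26.6% on the X and 8.70% on autosomes. A loss on the X cannot be told apart from a difference in X chromosomes between the libraries. Genes associated with these clusters were not analysed here.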

By plotting the percentage of CGI methylation in mdDA neurons against iPSC-DA neurons, we found a population of more than 2,000 genes with relative CGI-associated hypermethylation in iPSC-DA neurons (Figure 4D). 

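In mdDA neurons, 15865 CpG clusters had a methylation under 20%. Of these, 10579 were also under 20% in iPSC-DA neurons. In iPSC-DA neurons 19.4% (95% CI 18.8% to 20.0%) of these clusters were at 20% to 40%, 12.6% (95% CI 12.1% to 13.1%) at 40% to 60%, and 1.34% (95% CI 1.17% to 1.53%) over 60%. In iPSCs, 99.6% of the same clusters were under 20%.

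**Figure D1:**
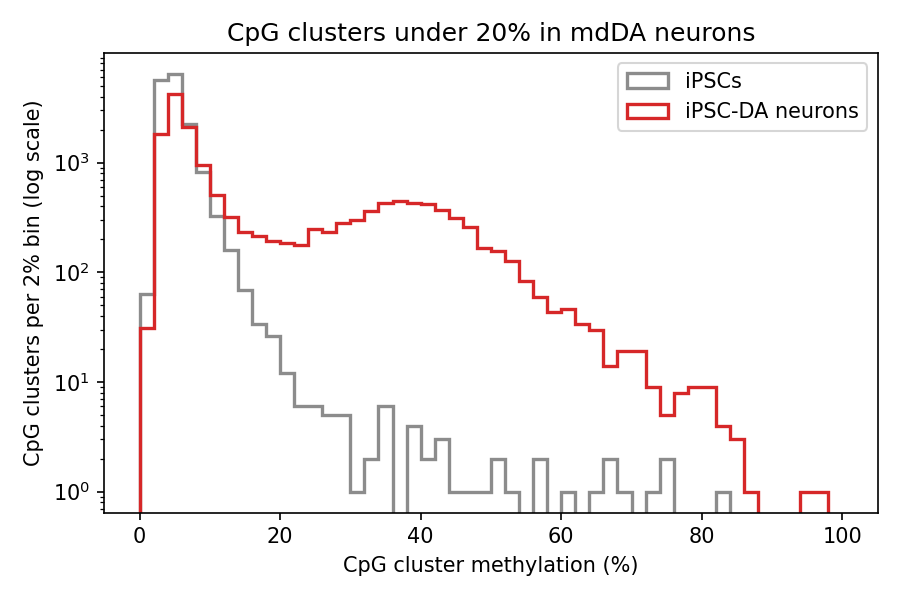
Methylation (horizontal axis, in percent) of the CpG clusters under 20% in mdDA neurons, as the number of clusters per bin of methylation (vertical axis, log scale) in the library of iPSCs (grey) and that of iPSC-DA neurons (red). The iPSC-DA line has a further broad peak between 20% and 60%, where 3077 and 1997 clusters lie at 20% to 40% and at 40% to 60%.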

As described above, this was also observed in the methylation levels of individual CGIs, with CGIs unmethylated in mdDA neurons presenting intermediate levels of methylation in iPSC-DA neurons (Figure 3C). 

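Of all CpG clusters, 33.2% (95% CI 32.5% to 33.9%) had a methylation from 20% to 80% in iPSC-DA neurons. In mdDA neurons the share was 4.68% (95% CI 4.38% to 5.00%), and in iPSCs it was 5.00% (95% CI 4.69% to 5.34%). The paper reasons from the intermediate levels, and from the bimodal methylation of CGIs, that there is a degree of epigenetic heterogeneity among the iPSC-DA neurons.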

Since CGI methylation is essentially bimodal (i.e., either methylated or unmethylated), this reflects a degree of epigenetic heterogeneity within the population of iPSC-derived DA neurons. To assess whether there is an impact on gene expression in this distinctly hypermethylated population, we analyzed the function of the associated genes and compared expression levels in developing mdDA neurons and iPSC-DA neurons.

**Figure 4:**
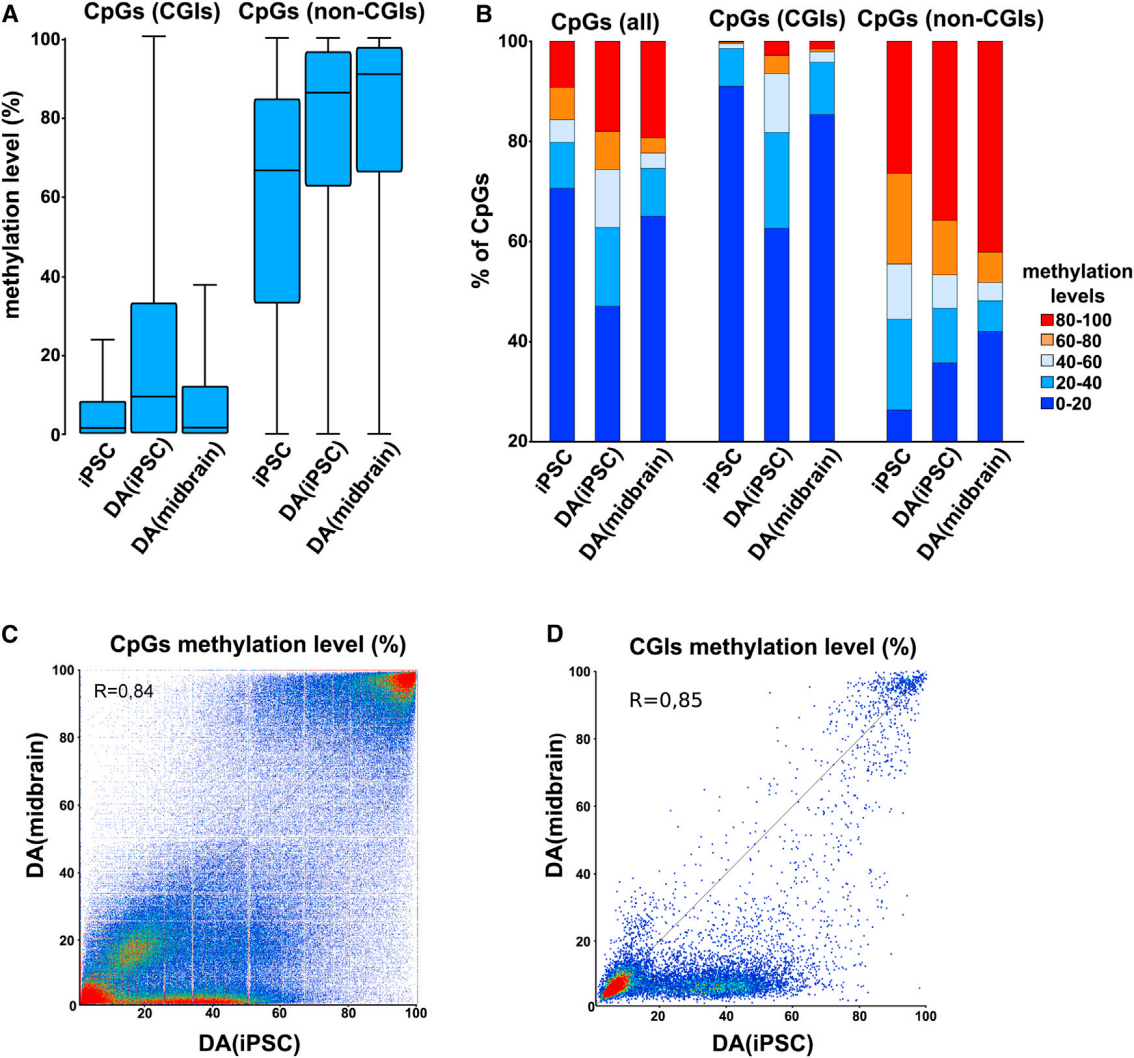
Global Comparative Methylation Profile of iPSC-DA Neurons versus mdDA Neurons (A) Boxplots representing the range of methylation of CGIs and non-CGIs in iPSCs, iPSC-DA neurons, and mdDA neurons. Error bars represent minimum and maximum values. (B) Distribution of CpG methylation levels across the genome in CGIs and non-CGI context in iPSCs, iPSC-DA neurons, and mdDA neurons. (C) Correlation of genome-wide CpG methylation in iPSC-DA neurons versus mdDA neurons. (D) Correlation of global CGI methylation in iPSC-DA neurons versus mdDA neurons. See also Figure S5.

### Intermediate Hypermethylation in iPSC-DA Neurons Affects Cell-Type-Specific Gene Expression

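A rise of at least 20 percentage points in iPSC-DA neurons past the adjusted p-value was found at 27.6% (95% CI 26.9% to 28.3%) of the CpG clusters, and a fall of that size at 0.260%. Without the test, 34.3% of clusters rose by at least 10 points and 1.48% fell by at least 10 points. A rise of at least 30 points was found at 18.0% of clusters. In total, 9028 clusters had an adjusted p-value under 0.05 in Fisher's exact test whatever the size of the difference. This count may be too high, since the test treats linked calls as independent.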

Although gene expression in general did not seem to be reduced in iPSC-derived DA neurons, a significant proportion of hypermethylated CGIs was observed (Figures 4D and S5). The most hypermethylated subset of genes (Figure S5C) was subjected to GO analysis (Figure 5A). Interestingly, the most significantly enriched biological functions, such as neuron differentiation and neuron development, corresponded with the most enriched GO terms found in our reduced-gene-expression analysis (see Figure 2D). We then analyzed the correlation of gene expression for genes involved in neuron differentiation (169 genes with a corrected p value of 2.93E-47) between all developmental stages and iPSC-derived DA neurons (Figure 5B). Correlations of neuron differentiation-associated gene expression in iPSC-derived neurons strongly decreased with increasing maturation of the embryonic mdDA neurons, with a correlation coefficient as low as 0.28 for iPSC-derived DA neurons versus P0 mdDA neurons. Of note, we found a higher correlation of gene expression between prenatal mdDA neurons and iPSC-derived neurons than between prenatal mdDA neurons and P0 mdDA neurons.

**Figure 5:**
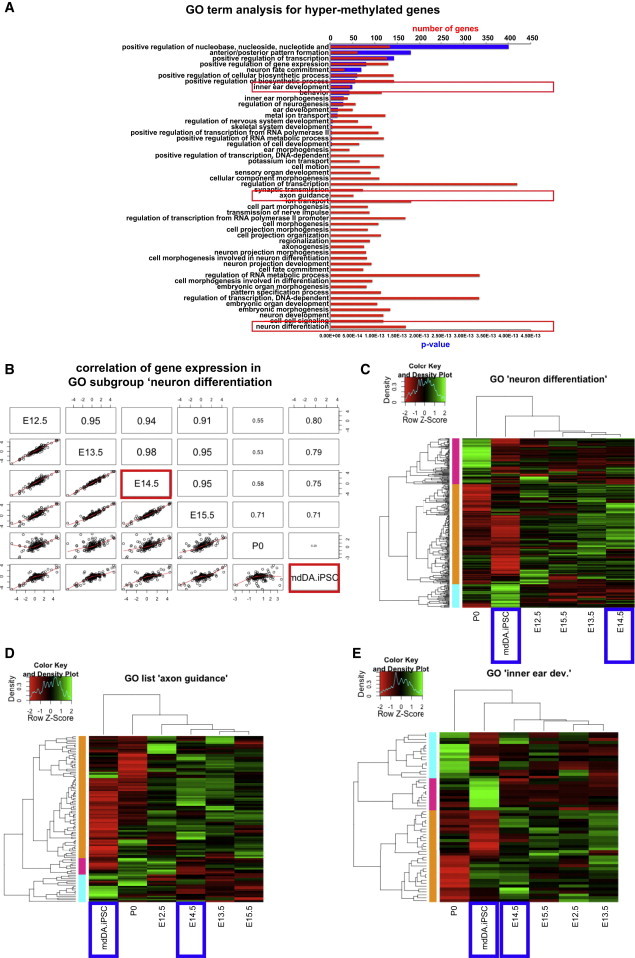
Intermediate Hypermethylation of >2,000 Genes in iPSC-Derived DA Neurons Affects Cell-Type-Specific Gene Expression (A) GO term analysis of hypermethylated genes in iPSC-derived DA neurons. (B) Correlation matrix for gene expression in the “neuron differentiation” GO subset (highlighted by the lowest red box in A). (C–E) Heatmaps showing comparative gene expression for genes involved in neuron differentiation (C), axon guidance (D), and inner ear development (E) (GO terms highlighted by red boxes in A). Blue boxes indicate the groups used for RRBS analysis.

After defining the biological functions of the hypermethylated subgroup of genes and establishing the correlation of expression for genes in the GO group “neuron differentiation,” we revisited the gene-expression data to visualize the actual transcript levels within a selection of the GO terms (Figures 5C–5E). We found substantial downregulation for multiple genes in three representative GO groups: “neuron development,” “axon guidance,” and “inner ear development” (nonneural GO term). Large clusters of downregulated genes were predominantly observed in P0 mdDA neurons and iPSC-derived DA neurons.

Thus, we identified a subset of genes in iPSC-derived DA neurons that show intermediate hypermethylation. Many, but not all, of these genes show reduced expression levels compared with embryonic mdDA neurons. Crucially, gene annotation revealed that a large fraction of the hypermethylated genes are involved in biological functions relevant to neuron development and differentiation.

## Discussion

In view of their potential use in cell-based therapy for patients with PD, midbrain DA neurons were one of the first cell types to be generated from iPSCs. The resemblance between iPSC-derived DA neurons and true DA neurons has been studied based on a number of mainly morphological and functional properties, as well as mdDA-specific gene sets (Hedlund et al., 2008, Kriks et al., 2011, Wernig et al., 2008). However, the risk of tumor growth and the heterogeneous molecular backgrounds of embryonic stem cell (ESC)- and iPSC-derived DA neurons have precluded the use of these cells for therapy in humans (Momčilović et al., 2014, Salti et al., 2013). Gaining a detailed understanding of the genetic and epigenetic signatures of ESC- and iPSC-derived DA neurons is therefore a critical step toward establishing cell-based therapy as a viable treatment for PD. In this study, we present a comparative genome-wide profile of the genetic and epigenetic features of iPSC-derived DA neurons and their primary counterparts. Although iPSC-derived DA neurons showed characteristics that are widely used to classify functional mdDA neurons (Ganat et al., 2012, Kriks et al., 2011, Sundberg et al., 2013), caused a reduction in rotation behavior in a rat model for PD, and adopted many of the genetic and epigenetic features of their primary counterparts, we also observed major deviations that may interfere with proper functionality after grafting.

Since DA neurons obtained via induced pluripotency undergo defined developmental stages in vitro, we compared them with primary embryonic and postnatal mdDA neurons. To generate iPSCs and differentiate them into DA neurons, we applied a combination of currently widely accepted and standardized protocols (Chambers et al., 2009, Kawasaki et al., 2000, Takahashi and Yamanaka, 2006). We made use of transgenic *Pitx3*^*Gfp/+*^ mice (Maxwell et al., 2005) to isolate primary mdDA neurons and reprogram embryonic fibroblasts into iPSCs, which were subsequently differentiated into DA neurons. The transcription factor PITX3 has been demonstrated to be one of the most stringent markers for fully differentiated, functional mdDA neurons (Smidt et al., 2003, Smidt et al., 2004), and expression of the PITX3-GFP reporter allowed us to strictly identify and FACS purify iPSC-derived and primary mdDA neurons.

Our global gene-expression analysis showed that iPSC-derived mdDA neurons were highly similar to embryonic primary mdDA neurons, particularly when we focused on mdDA-specific genes. However, we identified a subset of genes that were downregulated in iPSC-derived mdDA neurons in comparison with embryonic primary mdDA neurons. GO analysis revealed that these genes were linked to terms such as nervous system development, neuron differentiation, and neurogenesis.

Although transcript analysis indicated that proviral gene expression introduced during reprogramming was silenced in iPSC-derived mdDA neurons, we still found residual expression of fibroblast markers. It was previously shown that iPSCs are prone to differentiate along their somatic parental lineages because they maintain a parental epigenetic memory (Bar-Nur et al., 2011, Kim et al., 2010, Sullivan et al., 2010). Although some studies suggested that such epigenetic memory is restricted to early-passage iPSCs (Polo et al., 2010), others reported that parental epigenetic states also persist in late-passage iPSCs (Kim et al., 2011). This could explain why we observed fibroblast marker expression and a permissive DNA methylation state for some of the fibroblast genes in PITX3-GFP-positive cells derived from high-passage (p15–p20) iPSCs.

To determine whether the epigenetic states of the analyzed neuron populations reflected similarities and differences in gene-expression profiles, we analyzed global DNA methylation patterns in primary embryonic mdDA neurons (E14.5) and iPSC-derived DA neurons. In contrast to the case with undifferentiated iPSCs, we found strong general de novo methylation in iPSC-derived DA neurons. 

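Over the CpGs with at least 5 calls in the libraries of iPSCs, iPSC-DA neurons and mdDA neurons, mean methylation in CpG clusters rose from 6.03% in iPSCs to 19.0% in iPSC-DA neurons, by 13.0 percentage points (95% CI 12.3 to 13.7). Of these CpGs, 27.9% gained at least 20 points and 0.358% lost at least 20 points. Outside clusters, the mean rose from 48.3% to 65.2%, by 16.9 points (95% CI 16.4 to 17.4), and 38.9% of the CpGs gained and 6.38% lost at least 20 points. There was 1 library for each of these cell types, and the differences have no replicate check. The library of iPSC-DA neurons also had more calls on the X chromosome than that of iPSCs, by 0.87 on the log2 scale relative to the autosomes. Whether the sequenced iPSCs were of the same clone as the iPSC-DA neurons could not be tested. The rise is therefore a difference between libraries and need not be a change within 1 line of cells.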

Earlier studies reported that PSCs mostly contain methylation-free promoters, as well as methylation-free intergenic and orphan CGIs (Illingworth et al., 2010). De novo methylation was only found upon loss of pluripotency, suggesting that transcriptional repression in PSCs is established predominantly via other mechanisms (Fouse et al., 2008, Mohn et al., 2008). Indeed, we observed that most de novo methylation events occurred during differentiation from pluripotent cells to multipotent precursors isolated from an iPSC-derived NESTIN-GFP reporter line (data not shown).

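The library of NESTIN-GFP precursors, which come from another reporter line than the other libraries, was compared in 16693 CpG clusters with at least 5 positions of at least 5 calls in all 4 libraries. Its median depth was 365 calls per cluster. From iPSCs to iPSC-DA neurons, 5672 of these clusters gained at least 20 percentage points and 17 lost at least 20 points. As above, the sequenced iPSCs may be of another clone than the iPSC-DA neurons. Of the clusters that gained, 43.2% (95% CI 41.9% to 44.5%) had already gained at least 20 points in NESTIN-GFP precursors, with a median gain of 16.6 points in the precursors and 36.2 points in iPSC-DA neurons. A gain of any size was seen in the precursors at 95.8% of them. Of the 11021 clusters that did not gain, 10.0% had gained at least 20 points in the precursors. Their median change in the precursors was 1.32 points, so that a gain of any size was also common among them. The share depends on the threshold and was 62.5% for gains of at least 10 points and 36.7% for gains of at least 30 points. It was 51.8% with a minimum of 1 call and 38.7% with a minimum of 10 calls. With other definitions of a cluster, chosen after seeing the data, it ran from 24.1% (at least 20 positions) to 64.9% (at least 5 positions). For single CpGs inside and outside clusters, compared after seeing the data, the share was 62.0%, so that the region differs as well as the unit. Over the CpGs in clusters with at least 5 calls in all 4 libraries, mean methylation was 5.77% in iPSCs, 15.4% in NESTIN-GFP precursors and 19.5% in iPSC-DA neurons.

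**Figure D2:**
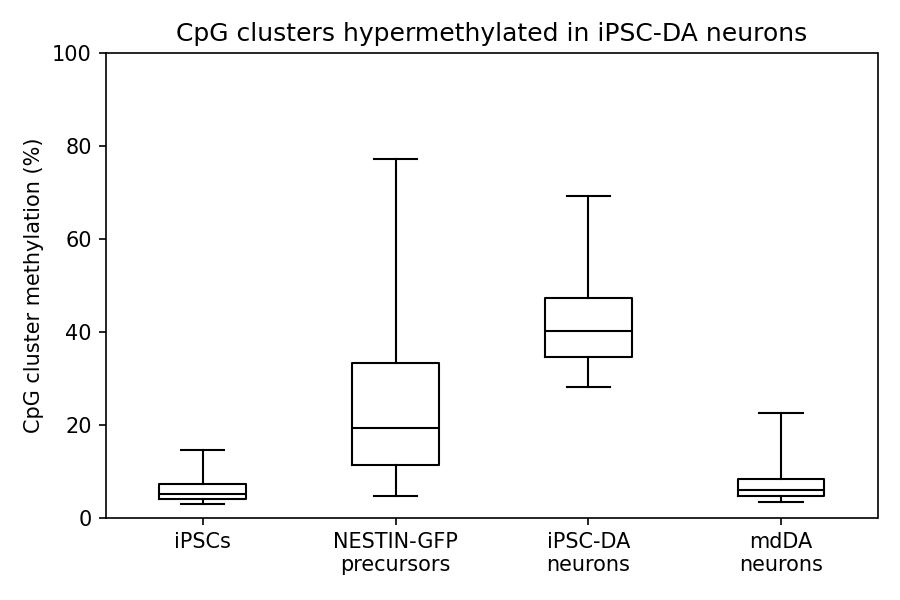
Methylation (vertical axis, in percent) of the CpG clusters hypermethylated in iPSC-DA neurons, in the libraries of iPSCs, NESTIN-GFP precursors, iPSC-DA neurons and mdDA neurons. Boxes span the quartiles with the median as a line, and whiskers run from the 5th to the 95th percentile. The medians are 5.09%, 19.2%, 40.3% and 5.97%.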

General methylation states appeared to be comparable between iPSC-derived DA neurons and primary embryonic mdDA neurons (r = 0.85), indicating that our in-vitro-generated DA neurons widely adopted the epigenetic signature of their primary counterparts. Nonetheless, we found several thousand genes hypermethylated in iPSC-derived DA neurons. This hypermethylation was found predominantly at an intermediate level ranging from 40% to 60% DNA methylation. 

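Of the hypermethylated CpG clusters, 42.7% (95% CI 41.3% to 44.1%) had a methylation from 40% to 60% in iPSC-DA neurons, and 48.8% (95% CI 47.4% to 50.2%) had one from 20% to 40%. A further 6.35% (95% CI 5.70% to 7.07%) were at 60% to 80% and 2.21% (95% CI 1.84% to 2.66%) at 80% or more. The quartiles were 34.6% and 47.2%. This split depends on the size of difference required, and among the clusters with a difference of at least 30 percentage points, taken after seeing the data, 61.6% were at 40% to 60% and 27.0% at 20% to 40%. On chromosome 10, where this library held a larger share of its calls than the libraries of iPSCs and mdDA neurons did, the median was 48.0%.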

At this point, we can only speculate about whether hypermethylation is due to retained epigenetic memory or to heterogeneous differentiation/maturation stages within the PITX3-GFP FACS-sorted iPSC-derived population. To our knowledge, a specific neuronal subtype derived from iPSCs has not been characterized to such an extent, but similar differences in methylation profiles have been observed in reprogrammed mesenchymal stromal cells compared with ESCs (Shao et al., 2013). Interestingly, our gene-expression data show reduced expression of *Tet1* and *Tet3* in iPSC-derived DA neurons compared with E14.5 mdDA neurons. Tet proteins have been shown to be crucial for establishment of pluripotency, development, and neuronal activity (Koh et al., 2011, Rudenko et al., 2013, Zhang et al., 2013). Presently, very little is known about the activity of Tet proteins in specific subtypes of neurons (primary or PSC derived). It is becoming more and more clear, however, that their demethylation activity is crucial for functionally bona fide, healthy neurons (Gavin et al., 2013, Ma et al., 2009). Our DNA methylation profiling of iPSC-derived DA neurons versus primary mdDA neurons did not allow a distinction between 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC). Neuronal gene activation was recently shown to be mediated by specific MeCP2 binding to 5hmC (Li et al., 2013, Mellén et al., 2012). Therefore, we cannot rule out the possibility that elevated 5hmC levels in iPSC-derived mdDA neurons might contribute to gene activation rather than to silencing. However, within the population of hypermethylated genes, we did observe gene clusters with substantially lower transcript levels. Interestingly, we also found clusters of genes that were upregulated compared with primary mdDA neurons. Because these genes also have been identified by RRBS based on their intermediate hypermethylation, these particular subsets might reflect groups of genes that are activated rather than silenced upon 5-hydroxymethylation.

In our gene-expression analyses, we found a weaker correlation between iPSC-derived mdDA neurons and P0 primary mdDA neurons than between iPSC-derived mdDA neurons and embryonic primary mdDA neurons, which prompted us to analyze in depth the underlying methylation states of only E14.5 mdDA neurons and iPSC-derived mdDA neurons. Interestingly, however, the expression levels of *En1* and *En2* in iPSC-derived mdDA neurons were comparable to those in P0 primary mdDA neurons. The meaning of this in terms of functionality is unclear and may reflect the fact that these iPSC-derived mdDA neurons are in more of an adult state with respect to *En1* and *En2.* In addition, it might indicate that iPSC-derived mdDA neurons are in an A9 state, as it has been suggested that *En1* levels are downregulated by PITX3 in the rostral mdDA subpopulation (Veenvliet et al., 2013).

Our findings raise two important questions: is epigenetic memory an obstacle for exploiting the full potential of iPSCs (e.g., personalized disease modeling), and do aberrations in the expression profiles of iPSC-derived mdDA neurons interfere with long-term functionality? Although comprehensive studies have been performed to test the in vivo functionality of human neurons (Ganat et al., 2012, Kriks et al., 2011), these questions still need to be addressed, especially when in-vitro-generated cells are to be considered for application in disease modeling and cell-based therapy for PD. It remains to be studied whether modifications in the reprogramming process, as recently reported for the human system (Gafni et al., 2013), as well as refined differentiation procedures might diminish these deviations. An increased fundamental understanding of the genetic and epigenetic signatures of DA neurons in vivo (Hegarty et al., 2013, Smidt and Burbach, 2007, van Heesbeen et al., 2013) could offer new leads to generate safe and transplantable DA neurons in vitro.

## Experimental Procedures

### Mice

*Pitx3(Gfp/+)* embryos at several developmental stages were obtained by intercrossing C57BL6/J with *Pitx3(Gfp/Gfp)* mice. *Pitx3(Gfp/+)* embryos are heterozygous for wild-type PITX3 and have normal mdDA system development (Maxwell et al., 2005). Overlap of endogenous PITX3 with GFP has been shown to be ∼100% (Maxwell et al., 2005). All procedures were approved by and performed according to the guidelines of the Dutch ethics committees for animal experiments (UMCU and UvA).

### iPSC Generation and Propagation

Mouse embryonic fibroblasts were isolated from E14.5 embryos of *Pitx3*^*Gfp/+*^ and *Nestin-Gfp* mice, both of which were previously described and characterized (Yamaguchi et al., 2000, Zhao et al., 2004). Fibroblasts were cultured until passage 5–8 and then retrovirally transfected with the four Yamanaka reprogramming factors. Separate vectors containing either *Oct4*, *Klf4*, *Sox2*, or *cMyc* were used for pluripotency induction. Retroviruses were obtained from Phoenix Eco packaging cells transfected with the reprogramming factors (for vector information: Addgene, http://www.addgene.org). The detailed induction protocol was previously described (Czepiel et al., 2011). iPSC clones were characterized by immunocytochemistry, RT-PCR, western blot, and bisulfite sequencing for the promoter regions of *Nanog* and *Oct4* (Figure S1).

### Differentiation of Pitx3^Gfp/+^ iPSCs toward DA Neurons

We combined a stromal feeder-based protocol (Kawasaki et al., 2000) with dual bone morphogenetic protein (BMP) and transforming growth factor β (TGF-β) inhibition (Chambers et al., 2009). iPSC colonies previously cultured on gelatin were manually picked and seeded on MS5 stromal cells in serum replacement medium containing Dulbecco’s modified Eagle’s medium F12 (DMEM-F12), 15% knockout serum, glutamate, and β-mercaptoethanol. The cells were allowed to settle for 24 hr, and then Noggin (300 ng/ml) and the TGF-β inhibitor SB431541 (10 μM) were added for 4–5 days. Neural precursors (NESTIN-GFP) were collected after 14 days of differentiation. The medium was gradually changed to N2 containing Sonic hedgehog (SHH; 200 ng/ml). After neural induction, neuronal patterning and DA differentiation were induced using a combination of brain-derived neurotrophic factor (BDNF), ascorbic acid, SHH, and fibroblast growth factor 8 (FGF8) in N2 medium. Maturation was initiated by withdrawing SHH and FGF8 in the presence of BDNF, glial cell-derived neurotrophic factor (GDNF), ascorbic acid, and cyclic adenosine monophosphate (Perrier et al., 2004). At about 4 weeks of differentiation, *Pitx3*^*Gfp/+*^ neurons reached a mature state as determined by morphology, marker expression, electrophysiology, and dopamine production. Continuous culturing in these conditions did not induce any further maturation/differentiation, i.e., there were no changes in cell morphology, level and profile of marker expression, electric membrane properties, or dopamine production; however, continuous culturing resulted in an increase in cell death. For gene expression and DNA methylation analyses, we used *Pitx3*^*Gfp/+*^ mdDA neurons derived from iPSCs after 4 weeks of differentiation. Cells were sorted and immediately subjected to RNA or DNA isolation.

### Microarray Analysis

Total RNA was isolated from embryonic ventral midbrain tissue at various developmental stages (four biological replicates each) and iPSC-derived neurons (three biological replicates) using Trizol (Invitrogen), and purified using RNeasy columns (QIAGEN). Microarray analysis was performed in biological triplicates. For each experimental sample, a dye swap was performed to correct for dye effects. Agilent whole mouse genome microarray (G4122F; Agilent) sets were used for all hybridization. The array set is comprised of 60-mer oligonucleotide probes representing over 41,000 mouse genes and transcripts. Hybridized slides were scanned on an Agilent scanner (G2565AA) at 100% laser power, 30% PMT. After data were extracted using ImaGene 8.0 (BioDiscovery), print-tip Loess normalization was performed on mean spot intensities. Data were analyzed using ANOVA (R version 2.2.1/MAANOVA version 0.98-7; http://www.r-project.org/), and p values were determined by a permutation F2 test in which residuals were shuffled 5,000 times globally.

### RRBS

RRBS was performed as described previously (Smallwood et al., 2011). Genomic DNA from E14.5 mdDA neurons, NESTIN-GFP-positive precursors, and iPSC-derived DA neurons was purified using the QIAamp Micro Kit (QIAGEN) followed by MspI digestion (Fermentas), end-repair/A-tailing, and ligation (T4 Ligase, Fermentas) of 5mC-adapters (Illumina) performed in Tango1X buffer without intermediate purification of the enzymatic reactions (heat inactivation was used after each enzymatic step and components were adjusted for the next step). Bisulfite conversion was performed (Imprint DNA modification; Sigma) and converted DNA was amplified (six cycles) using uracil stalling free polymerase (Pfu Turbo Cx; Stratagene) followed by size selection (150–450 bp, Qiaquick; QIAGEN) and a second round of amplification (10–12 cycles, Platinium, Pfx polymerase; Invitrogen). Libraries were purified (SPRI beads; Agencourt) and sequenced on an Illumina Genome Analyzer IIx (40 bp, single read). Quality control of raw sequence data was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), and trimming was done using TrimGalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Sequence alignment and methylation calls were performed using Bareback (http://www.bioinformatics.babraham.ac.uk/projects/bareback/) and Bismark (Krueger and Andrews, 2011).

# Supplementary material for: Detailed Analysis of the Genetic and Epigenetic Signatures of iPSC-Derived Mesodiencephalic Dopaminergic Neurons
**Source:** Stem Cell Reports. 2014 Apr 3;2(4):520–33. doi: 10.1016/j.stemcr.2014.03.001
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Table S1

## **Stem Cell Reports, Volume 2**

### **Supplemental Information**

#### **Detailed Analysis of the Genetic**

#### **and Epigenetic Signatures of iPSC-Derived**

#### **Mesodiencephalic Dopaminergic Neurons**

Reinhard Roessler, Sebastien A. Smallwood, Jesse V. Veenvliet, Petros Pechlivanoglou, Su-Ping Peng, Koushik Chakrabarty, Marian J.A. Groot-Koerkamp, R. Jeroen Pasterkamp, Evelyn Wesseling, Gavin Kelsey, Erik Boddeke, Marten P. Smidt, and Sjef Copray

### **Inventory of Supplemental Information**

#### **Supplemental Experimental Procedures:**

*FAC sorting*

*Electrophysiology*

*Rat rotation model*

*Immunocytochemistry*

*Western Blot*

*Direct bisulfite sequencing*

*Quantitative PCR (qPCR)*

*Quantitative dopamine determination by LC-MS/MS*

*Reverse transcriptase PCR*

*Gene ontology analysis*

#### **Supplemental References**

#### **Supplemental Table: 1**

**Table S1:** Primer sequences used for RT- and quantitative RT-PCR

**Supplemental Figures: 4**

**Figure S1**, related to Figure 1: Generation of iPSCs from *Pitx3*<sup>Gfp/+</sup> MEFs.

**Figure S2**, related to Figure 1: PITX3-GFP sorted DA neurons function *in vivo*

**Figure S3**, related to Figure 2: Extended expression profiling of mdDA signature.

**Figure S4**, related to Figure 3: DNA methylation profile for key DA transcription factors.

**Figure S5**, related to Figure 4: Analysis of gene expression profiles vs. DNA methylation patterns in mdDa neurons and iPSC-DA neurons respectively.

## Supplemental Experimental Procedures

### *FAC sorting*

Freshly dissected PITX3-GFP positive ventral midbrains from several developmental stages, undifferentiated and differentiated iPSC-derived cells were dissociated using the Papain dissociation Kit (Worthington Biochem, Products, LK003150). Dissociated cells were collected in colourless DMEM (Gibco) with 20 ng/ml BDNF, 20 ng/ml GDNF, 0.2 mM ascorbic acid, 1 ng/ml TGF $\beta$ 3 and 0.1 mM dbcAMP, and sorted on a MoFlo-XDP or MoFlo-Astrios sorter with a 100  $\mu$ m nozzle at a pressure of 15-17 psi based on GFP expression. Cells were collected in N2 medium with BDNF, ascorbic acid, GDNF, TGF $\beta$ 3 and dbcAMP or cells were collected in PBS, pelleted and used for RNA and DNA isolation.

### *Electrophysiology*

For patch clamp experiments, FAC-sorted iPSC-derived *Pitx3*<sup>Gfp/+</sup> cells were spun down at 800 rcf for 10 min, resuspended and plated on mouse astrocyte feeders. Electrophysiological recordings were performed on *Pitx3*<sup>Gfp/+</sup> neurons one week after plating. A standard whole-cell patch clamp technique was used to measure currents at room temperature (22–24°C) using Axopatch 200B amplifier, Digidata 1320A, and pClamp version 8.2 software (Axon Instruments, Foster City, CA). Extracellular bath solution contained (in mmol/L): 140 NaCl, 4 KCl, 5 glucose, 2 CaCl<sub>2</sub>, 1 MgCl<sub>2</sub>, and 10 HEPES, pH adjusted to 7.4 with NaOH. Pipette solution contained (in mmol/L) 140 KCl, 10 EGTA, 1 CaCl<sub>2</sub>, 1 MgCl<sub>2</sub> and 10 HEPES, 2 Na<sub>2</sub>ATP, pH adjusted to 7.2 with KOH and had an osmolality of 290-300 mOsm. Microelectrodes were made of GC120F- 10 borosilicate glass (Harvard Apparatus) and pulled on a P-87 puller (Sutter Instruments, Novato, CA) having a final resistance of 4–5 M $\Omega$ . Series resistance was compensated by 80%–85%. Currents were filtered at 5 kHz and digitized at 10 kHz. Data were analyzed using Clampfit (Axon Instruments) and Excel (Microsoft). In the current clamp mode cell membrane potential was held at –50 mV by injecting a steady holding current. Cells were activated with a 500 ms pulse of depolarizing current.

### *Rat rotation model*

To test functionality of iPSC-derived DA neurons, we have used the well-established rat rotation model (Ungerstedt, 1971). Adult female Sprague Dawley (Harlan) rats (180–230g) were housed under standard conditions with free access to food and water. All animal experiments were carried out

according to the Dutch Regulations for Animal Welfare. Protocols were approved by the Institutional Animal Care and Use Committee of the University of Groningen. Rats were anaesthetized with ketamine (90mg/kg) and xylazine (4mg/kg). Unilateral retrograde destruction of dopaminergic neurons in the substantia nigra was induced by 2 stereotaxic injections of 2.5  $\mu$ l 6-OHDA (3 mg/ml in 0.2% ascorbic acid and 0.9% saline, Sigma) in the medial forebrain bundle of the nigro-striatal pathway (stereotaxic coordinates 1: AP -4.0, ML -0.8 and V -8.0; tooth bar set at +3.4. and coordinates 2: AP -4.4, ML -1.2 and V -7.8; tooth bar set at -2.4). Unilateral destruction of the nigro-striatal pathway was established by recording of d-amphetamine (5mg/kg)-induced rotation behavior after 3, 6 and 9 weeks. Rats were selected for transplantation if the number of rotations exceeded 4 per min at 6–8 weeks post injection. Under ketamine/metomedine anesthesia,  $2-3 \times 10^4$  cells were stereotactically transplanted into the striatum (coordinates: AP +0.9mm, ML -2.6mm and V -4.0mm; tooth bar set at 0.0); control rats received a similar injection with mouse embryonic fibroblasts. Daily intraperitoneal injections of cyclosporine 15mg/kg (UMCG pharmacy) were given, starting 24 h before cell grafting (double dosage), and continued until the rats were sacrificed and perfusion fixated at 9 weeks after grafting. Under ketamine/metomedine anesthesia, rats were transcardially perfused with 4% paraformaldehyde (PFA) in PBS. Brains were explanted, post-fixed in 4% PFA for 24 hours and soaked in a 20 % sucrose solution for 1 day. Brains were sectioned (14 $\mu$ m sections) on a cryostat after embedding in O.C.T. compound (Sakura Finetek, Torrance, USA).

### *Immunocytochemistry*

Cells were fixed in 4% paraformaldehyde for 15 min and blocked with 5% normal goat serum, 2% fetal calf serum in 0,1% Triton X in PBS. To characterize iPSC colonies, primary antibodies for Nanog (1:500, Abcam, ab80892), Oct3/4 (1:500, sc-5279, Santa Cruz), Klf4 (1:500, Abcam, ab72543), Sox2 (1:500, Abcam, ab15830), UTF1 (1:1000, mUTF1 custom made rabbit polyclonal, Eurogentec, (Van den Boom et al., 2007)) and alkaline phosphatase (1:500, Abcam, ab65834) were used. To characterize iPSC-derived neurons, primary antibodies for Map2 (1:500, Millipore, AB5622), TH (1:1000, Millipore, ab152) and GFP (1:500, Abcam, ab290) were used. To visualize primary antibodies, fluorescently labeled secondary anti-mouse and anti-rabbit antibodies were applied. Nuclear staining was performed using Hoechst.

### *Western Blot*

SDS-PAGE gel electrophoresis and Western Blot analysis were performed to detect Nanog, Oct3/4, Sox2 and UTF1. The following antibodies were used: rabbit anti-Nanog antibody (1:1000, ab80892, Abcam, Cambridge, UK), mouse Oct3/4 antibody (1:500, sc-5279, Santa Cruz), rabbit anti-Sox2 (1:4000, ab15830, Abcam, Cambridge, UK), rabbit UTF1 (1:2000) and mouse anti- $\beta$ -Actin (ab6276, Abcam, Cambridge, UK) at 1:10000 dilution. The housekeeping gene  $\beta$ -Actin has been used as loading control. Primary antibodies were detected using fluorescently labeled secondary antibody: donkey anti-mouse (IRDye® 680, LI-COR, Biosciences) and donkey anti-rabbit (IRDye® 800CW, LI-COR, Biosciences) according to manufactures instructions.

### *Direct bisulfite sequencing*

Genomic DNA from Pitx3<sup>gfp/+</sup> iPSCs was purified by proteinase K digestion followed by phenol-chloroform extraction. Sodium bisulfite conversion was carried out with the Zymo EZ DNA methylation Kit. PCRs were performed for Oct4 (FW: 5'-GTGTAGTGTTAATAGGTTTT-GTGG-3'; BW: 5' TATTTTTTAATTTTAA-TTTTAA3'), Nanog (FW: 5'GGATTTTGTAGG-TGGGATTAAT 3'; BW: 5' TAAACAACAACCAAAAACTCAA 3'). Sequence analysis of converted fragments was done using Quma Quantification tool for methylation analysis (quma.cdb.riken.jp).

### *Quantitative PCR (qPCR)*

Relative gene expression levels were determined by qPCR real-time pcr (Lightcycler) using the QuantiTect™ SYBR® Green PCR (QIAGEN) LightCycler® kit (Roche, Idaho Technologies) according to the manufacturer's instructions. For each reaction 0.1ng total RNA from FAC-sorted neurons was used as input. Relative expression levels were normalized to housekeeping gene 18s. Primer sequences see Table 1.

### *Quantitative dopamine determination by LC-MS/MS*

Dopamine production was determined as described earlier (Van de Merbel et al., 2011). Instead of plasma we analyzed 100 $\mu$ l of supernatant or cell homogenate from terminally DA differentiated iPSCs or undifferentiated iPSCs (3 technical replicates each) for the derivation step.

### *Reverse transcriptase PCR*

Briefly, RNA was isolated using the RNA-easy kit (Qiagen). To characterize endogenous expression of pluripotency markers in *Pitx3*<sup>Gfp/+</sup> iPSC clones 3 and 5, the following primer genes were analyzed: Nanog, Oct4, Sox2, Klf4 and cMyc (primer sequences as published by Takahashi and Yamanaka, 2006, see Table 1). Expression levels were compared between two iPSC clones, ES cell line IB10 and mouse embryonic fibroblasts (C57BL/6).

### *Gene ontology analysis*

GO analysis on transcriptome data was performed using the BiNGO 2.44 plug-in (Cytoscape 2.8.2; Hypergeometric test; FDR correction) using genes with an at least 2-fold up- or down-regulation in iPSC-derived DA neurons as compared to their primary counterpart at any developmental time point as input, and all annotated genes on the micro-array as reference. GO analysis for the RRBS data set (see below for RRBS) was performed using online functional annotation tool DAVID (Huang et al., 2009). The list of genes analyzed with DAVID was generated based on the entire RRBS data set. To select most different genes CGI methylation reads were sorted and plotted after logit transformation (see Figure S5). 

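With a difference of at least 1 on the natural logit scale in place of 20 percentage points, and the same test and adjustment, 5978 CpG clusters were higher in iPSC-DA neurons and 270 were higher in mdDA neurons. A pseudocount of 0.5 was added to the methylated and to the unmethylated calls of each cluster before the logit. On this scale a given step near 0% corresponds to fewer percentage points than the same step near 50%.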

Histogram plots were created with the statistical software R v.2.15.2 [R Core Team (2012).

## **Supplemental References**

- Hargus, G., Cooper, O., Deleidi, M., Levy, A., Lee, K., Marlow, E., Yow, A., Soldner, F., Hockemeyer, D., Hallett, P.J., Osborn, T., Jaenisch, R., Isacson, O. (2010). Differentiated Parkinson patient-derived induced pluripotent stem cells grow in the adult rodent brain and reduce motor asymmetry in Parkinsonian rats. *Proc. Natl. Acad. Sci. USA* 107, 15921–6.
- Ungerstedt, U. (1971). Postsynaptic supersensitivity after 6-hydroxy-dopamine induced degeneration of the nigro-striatal dopamine system. *Acta Physiol. Scand. Suppl.* 367, 69–93.
- Van de Merbel, N.C., Hendriks, G., Imbos, R., Tuunainen, J., Rouru, J., Nikkanen, H. (2011). Quantitative determination of free and total dopamine in human plasma by LC-MS/MS: the importance of sample preparation. *Bioanalysis* 3, 1949–61.
- Van den Boom, V., Kooistra, S.M., Boesjes, M., Geverts, B., Houtsmuller, A.B., Monzen, K., Komuro, I., Essers, J., Drenth-Diephuis, L.J., Eggen, B. (2007). UTF1 is a chromatin-associated protein involved in ES cell differentiation. *J. Cell Biol.* 178, 913–24.

**Table S1: Primer sequences used for RT- and quantitative RT-PCR**

| <b>Gene</b>          | <b>Forward primer (5' to 3')</b> | <b>Reverse primer (5' to 3')</b>    |
|----------------------|----------------------------------|-------------------------------------|
| <b><i>RT-PCR</i></b> |                                  |                                     |
| <i>Nanog</i>         | CAGGTGTTTGAGGGTAGCTC             | CGGTTTCATCATGGTACAGTC               |
| <i>Sox2</i>          | TAGAGCTAGACTCCGGGCGATGA          | TTGCCTTAACAAGACCACGAAA              |
| <i>cMyc</i>          | TGACCTAACTCGAGGAGGAGCTGG<br>AATC | AAGTTTGAGGCAGTTAAATTATGG<br>CTGAAGC |
| <i>Klf4</i>          | GCGAACTCACACAGGCGAGAAACC         | TCGCTTCCTCTTCCTCCGACACA             |
| <i>GAPDH</i>         | CATCAAGAAGGTGGTGAAGC             | ACCACCCTGTTGCTGTAG                  |
| <b><i>qRT</i></b>    |                                  |                                     |
| <i>18s</i>           | AAACGGCTACCACATCCAAG             | CCTCCAATGGATCCTCGTTA                |
| <i>Desmin</i>        | GCGGCTAAGAACATCTCTGAGG           | ATCTCGCAGGTGTAGGACTGGA              |
| <i>Dlk1</i>          | TGGCTGTGTCAATGGAGTCTGC           | CCACGCAAGTTCCATTGTTGGC              |
| <i>En1</i>           | GGTCTACTGCACACGCTATTCTG          | AACTCCGCCTTGAGTCTCTGCA              |
| <i>En2</i>           | GGTCTACTGCACGCGCTATTCT           | AAACTCAGCCTTGAGCCTCTGG              |
| <i>Nurr1</i>         | CCGCCGAAATCGTTGTCAGTAC           | TTCGGCTTCGAGGGTAAACGAC              |
| <i>Pitx3</i>         | CTTCCAGAGGAATCGCTACCCT           | CTGCGAAGCCACCTTTGCACAG              |
| <i>Sox9</i>          | CACACGTCAAGCGACCCATGAA           | TCTTCTCGCTCTCGTTCAGCAG              |

Figure S1, related to Figure 1

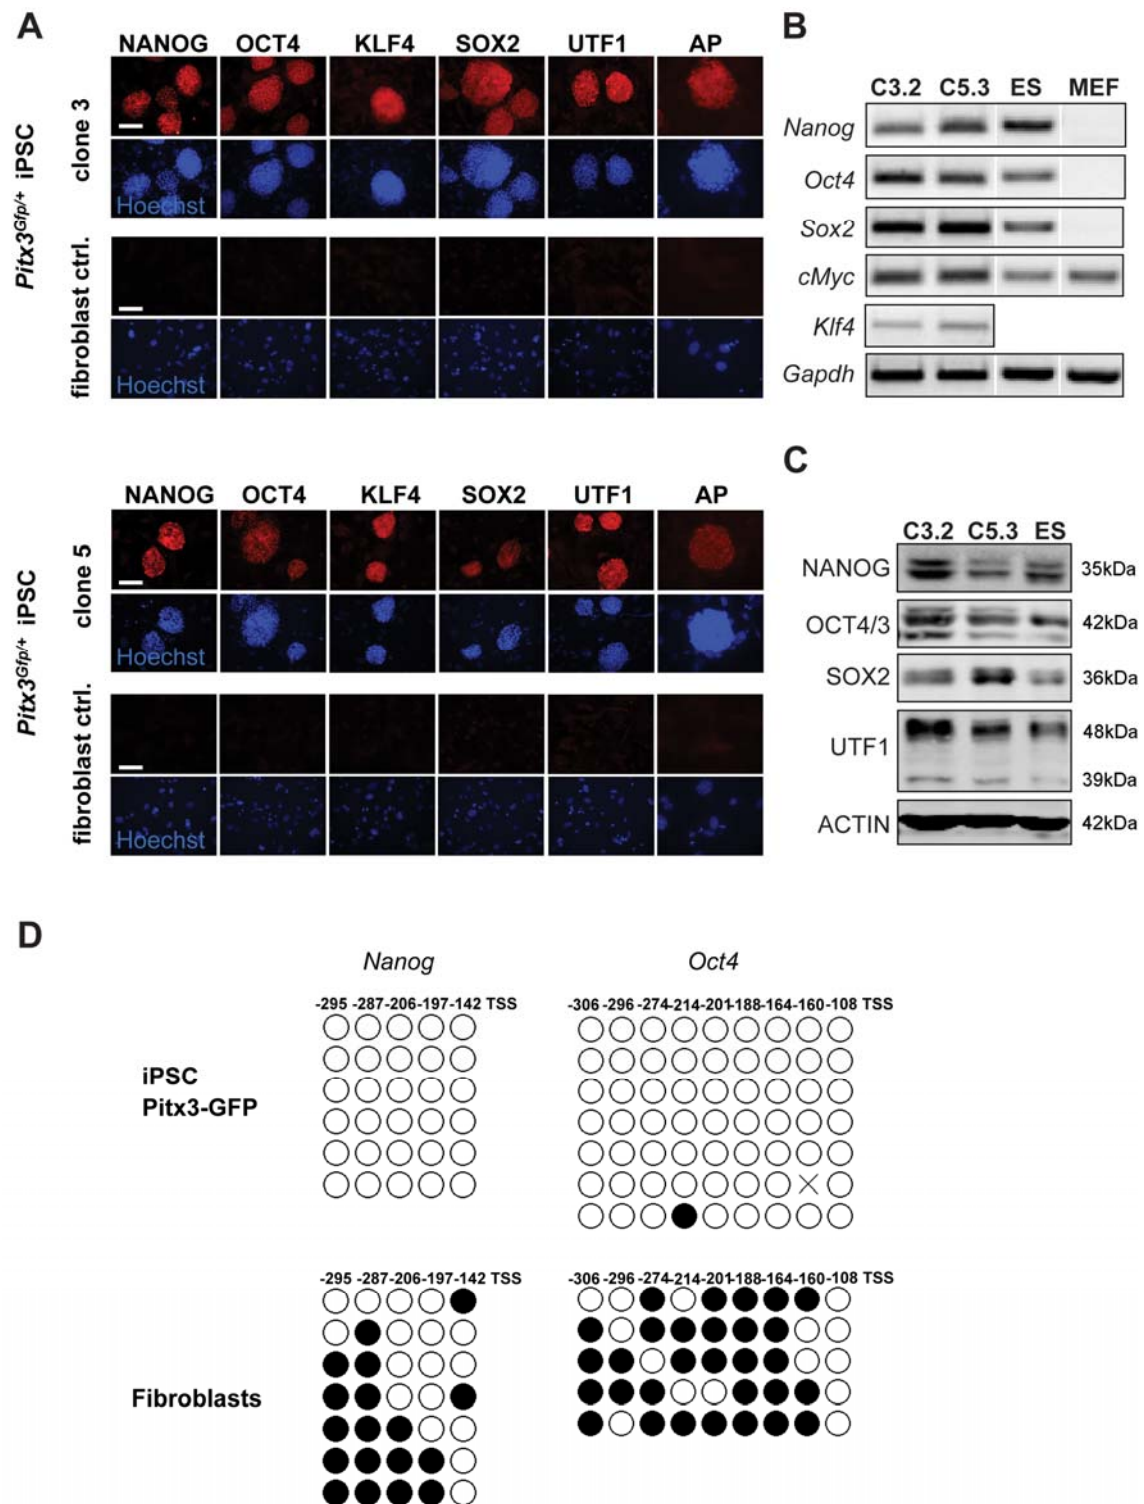

**Figure S1, related to Figure 1: Generation of iPSCs from *Pitx3<sup>Gfp/+</sup>* MEFs. (A)** Characterization of iPSC clone 3 and 5 using immune reactivity for selected pluripotency markers (blue=Hoechst nuclear staining; red=immunostaining for the indicated (transcription) factor) Scale bars for all: 100µm. **(B)** Endogenous expression of pluripotency markers comparing iPSC clones 3 and 5 with embryonic stem cells (ES) and MEFs. **(C)** Protein expression of selected pluripotency markers comparing iPSC clones

3 and 5 with ES cells. **(D)** Bisulfite sequencing of promoter regions of Nanog and Oct4 comparing *Pitx3*<sup>Gfp/+</sup> iPSCs with *Pitx3*<sup>Gfp/+</sup> MEFs. Open circles represent unmethylated CpG dinucleotides, whereas closed circles indicate methylated CpG dinucleotides.

**Figure S2, related to Figure 1**

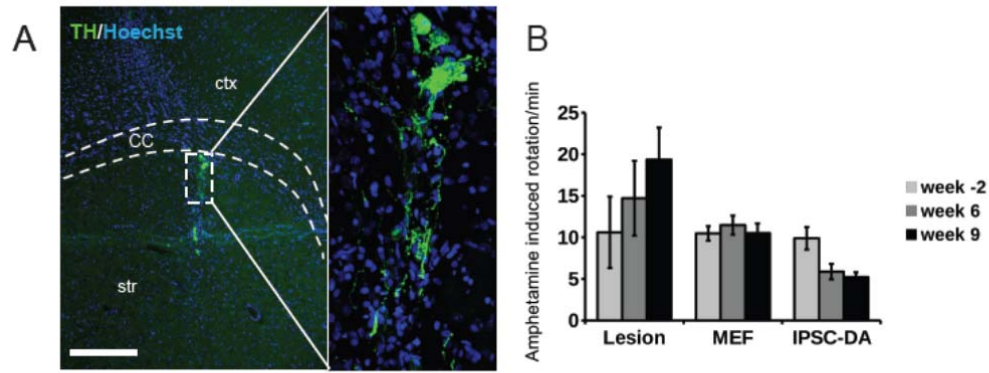

**Figure S2, related to Figure 1: PITX3-GFP sorted DA neurons function *in vivo*** (A) Immunohistochemistry of a section of the upper part of the rat striatum showing some of the grafted TH-positive iPSC-derived mdDA neurons with their extensive outgrowth. Scale bar = 1mm; CC=corpus callosum; str=striatum; ctx=cortex. (B) Amphetamine-induced rotation in purified *Pitx3*<sup>Gfp/+</sup> neuron grafted animals (n=7 ) vs. controls (only lesioned, n=2 and grafted MEFs, n=3; error bar = standard deviation around mean).

**Figure S3, related to Figure 2**

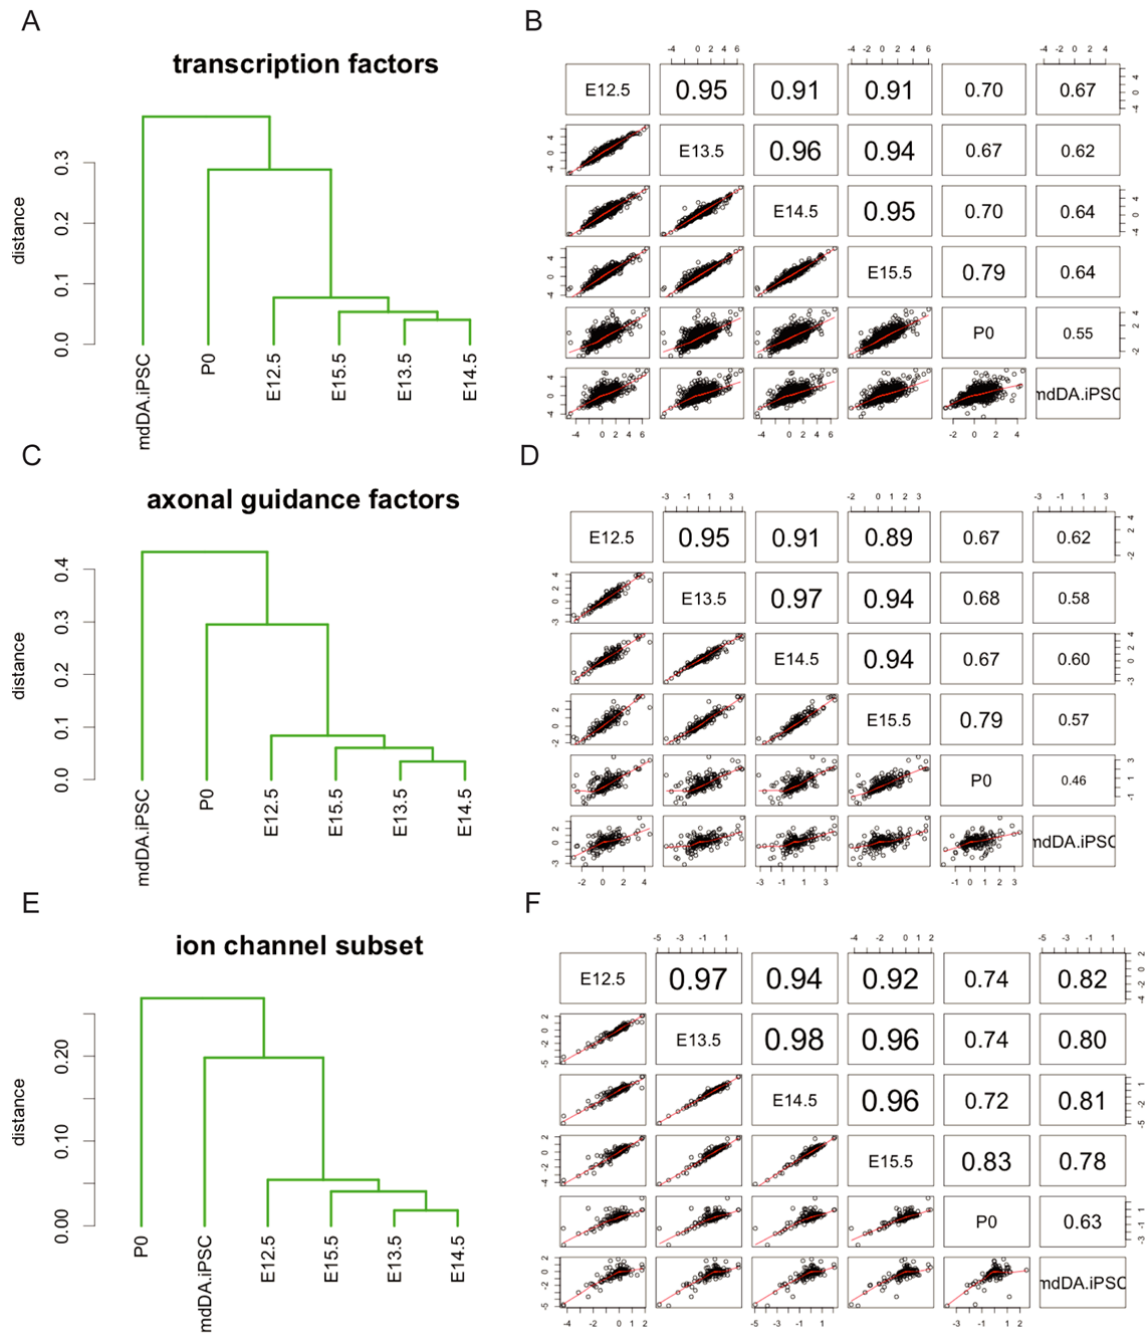

**Figure S3, related to Figure 2: Extended expression profiling of mdDA signature.** (A) Hierarchical clustering of DA-specific transcription factors. (B) Comprehensive analysis of expression correlation for DA-specific transcription factors. (C) Hierarchical clustering of axonal guidance factors. (D) Comprehensive analysis of expression correlation for axonal guidance factors. (E) Hierarchical clustering of ion channel subset. (F) Comprehensive analysis of expression correlation for ion channel subset.

**Figure S4, related to Figure 3**

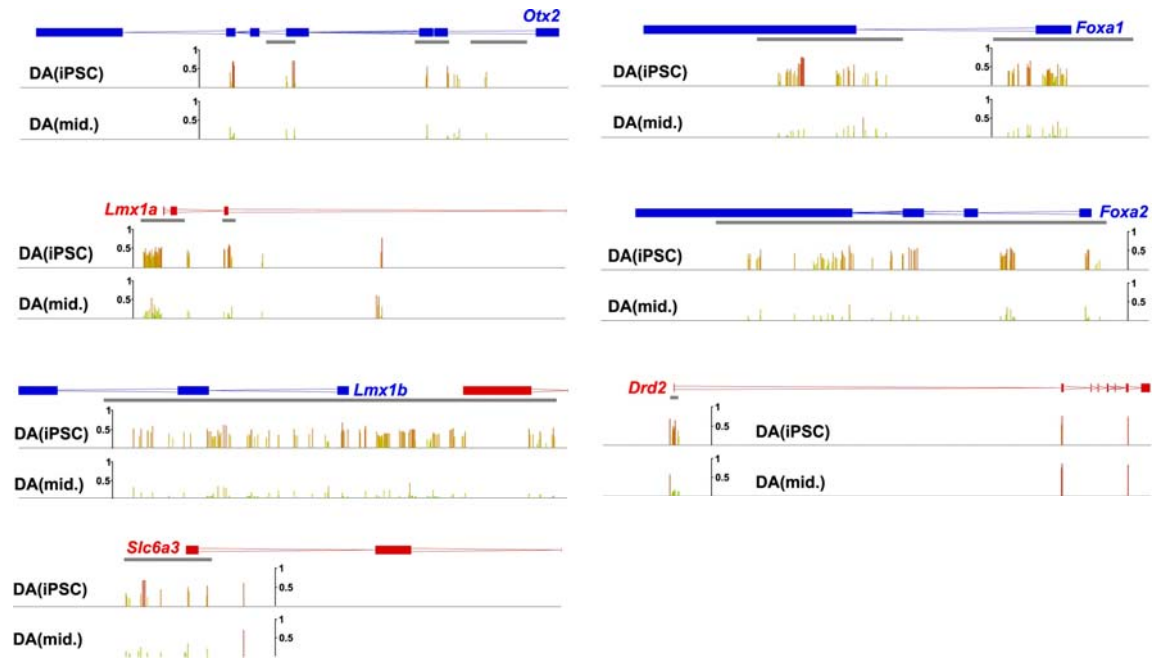

**Figure S4, related to Figure 3: DNA methylation profile for key DA transcription factors.** DNA methylation profile of the complete gene bodies highlighting identified CGIs for *Otx2*, *Lmx1a*, *Lmx1b*, *FoxA1/2*, *Slc6a3* (aka *Vmat2*) and *Drd2*. Most lineage-specific differences can be seen in putative promoter areas. Color and arrows provide information regarding gene orientation (red = + strand; blue = - strand). Methylation across GCIs is represented in %.

**Figure S5, related to Figure 4**

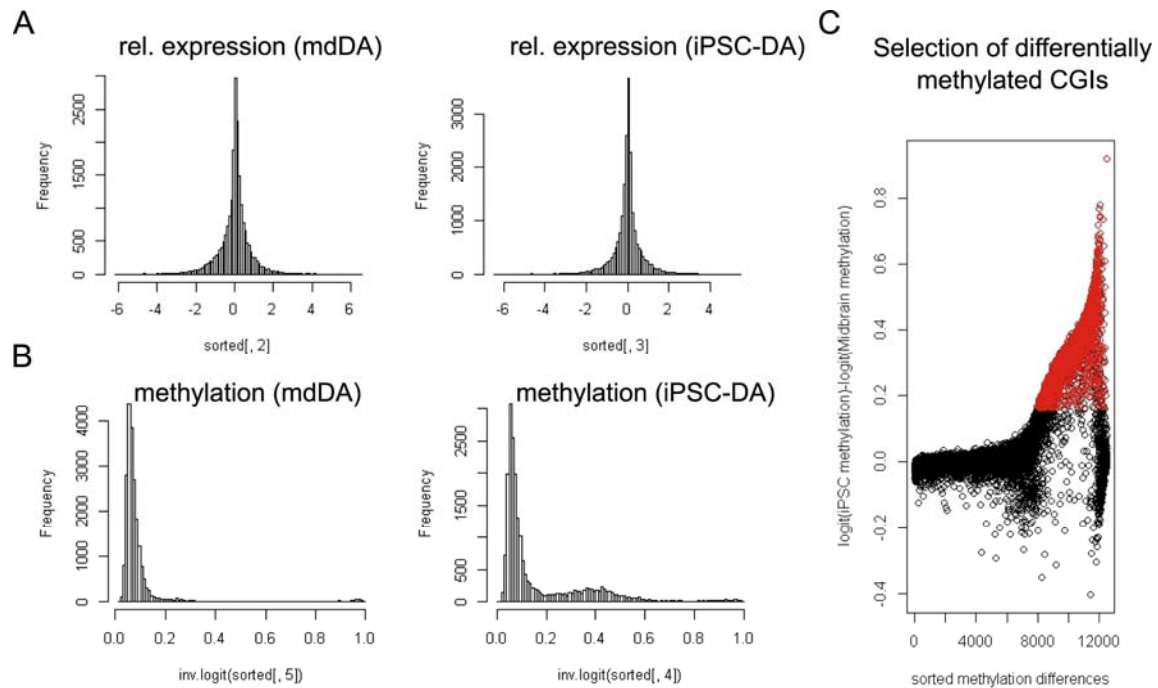

**Figure S5, related to Figure 4: Analysis of gene expression profiles vs. DNA methylation patterns in mdDA neurons and iPSC-DA neurons respectively. (A)** Relative global expression levels in mdDA- and iPSC-DA neurons. **(B)** Distribution of global DNA Methylation in mdDA and iPSC-DA neurons. **(C)** Identification and selection of differentially methylated CGIs in iPSC-DA neurons compared to mdDA neurons. CGIs labeled in red were selected for GO term analysis (see Figure 5).

# Supplementary material for: Detailed Analysis of the Genetic and Epigenetic Signatures of iPSC-Derived Mesodiencephalic Dopaminergic Neurons
**Source:** Stem Cell Reports. 2014 Apr 3;2(4):520–33. doi: 10.1016/j.stemcr.2014.03.001
**Supplement:** Document S2. Article plus Supplemental Information

# Detailed Analysis of the Genetic and Epigenetic Signatures of iPSC-Derived Mesodiencephalic Dopaminergic Neurons

Reinhard Roessler,<sup>1,8</sup> Sebastien A. Smallwood,<sup>2,7</sup> Jesse V. Veenivliet,<sup>3,7</sup> Petros Pechlivanoglou,<sup>4,9</sup> Su-Ping Peng,<sup>1</sup> Koushik Chakrabarty,<sup>6</sup> Marian J.A. Groot-Koerkamp,<sup>5</sup> R. Jeroen Pasterkamp,<sup>6</sup> Evelyn Wesseling,<sup>1</sup> Gavin Kelsey,<sup>2</sup> Erik Boddeke,<sup>1</sup> Marten P. Smidt,<sup>3</sup> and Sjf Copray<sup>1,\*</sup>

<sup>7</sup>These authors contributed equally to this work

<http://dx.doi.org/10.1016/j.stemcr.2014.03.001>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/3.0/>).

## SUMMARY

Induced pluripotent stem cells (iPSCs) hold great promise for in vitro generation of disease-relevant cell types, such as mesodiencephalic dopaminergic (mdDA) neurons involved in Parkinson's disease. Although iPSC-derived midbrain DA neurons have been generated, detailed genetic and epigenetic characterizations of such neurons are lacking. The goal of this study was to examine the authenticity of iPSC-derived DA neurons obtained by established protocols. We FACS purified mdDA (*Pitx3<sup>Gfp/+</sup>*) neurons derived from mouse iPSCs and primary mdDA (*Pitx3<sup>Gfp/+</sup>*) neurons to analyze and compare their genetic and epigenetic features. Although iPSC-derived DA neurons largely adopted characteristics of their in vivo counterparts, relevant deviations in global gene expression and DNA methylation were found. Hypermethylated genes, mainly involved in neurodevelopment and basic neuronal functions, consequently showed reduced expression levels. Such abnormalities should be addressed because they might affect unambiguous long-term functionality and hamper the potential of iPSC-derived DA neurons for in vitro disease modeling or cell-based therapy.

## INTRODUCTION

The field of regenerative medicine experienced a powerful impetus after the groundbreaking discovery of induced pluripotency (Takahashi and Yamanaka, 2006). Numerous publications have shown that mouse as well as human induced pluripotent stem cells (iPSCs) have the potency to differentiate into various clinically relevant cell types, such as cardiomyocytes (Kuzmenkin et al., 2009; Ren et al., 2011), hepatocytes (Espejel et al., 2010), hematopoietic progenitors (Hanna et al., 2007), oligodendrocytes (Czepiel et al., 2011), and specific subtypes of neurons (Karumbayaram et al., 2009; Wernig et al., 2008). Such in vitro-generated iPSC-derived cell types provide new possibilities for disease modeling and cell replacement strategies. In particular, the generation of autologous iPSC-derived midbrain dopaminergic (DA) neurons provides a very interesting tool to study and treat Parkinson's disease (PD) (Roessler et al., 2013). However, future clinical application of iPSC-derived DA neurons can only be considered realistic if the desired cell population is strictly purified and completely defined.

Several groups have reported the generation of DA neurons from mouse and human iPSCs (Hargus et al., 2010;

Swistowski et al., 2010; Wernig et al., 2008). In these studies, iPSC-derived neurons displayed expression of crucial DA markers and exhibited typical neuronal electrophysiological properties. Furthermore, these iPSC-derived DA neurons could functionally integrate into a rat PD model upon transplantation. In principle, these results indicated that a DA neuronal population could be obtained from iPSCs and present important midbrain DA neuronal characteristics. However, genome-wide studies comparing the genetic and epigenetic features of iPSC-derived DA neurons versus primary DA neurons are currently lacking. Since reprogramming of somatic cells to iPSCs resets their identity back to an embryonic stage, iPSC-derived differentiated neurons should be considered freshly formed "embryonic" neurons. Accordingly, a relevant comprehensive comparison of iPSC-derived DA neurons can only be done with freshly formed embryonic and perinatal primary mesodiencephalic DA (mdDA) neurons.

We generated iPSC lines from *Pitx3<sup>Gfp/+</sup>* knockin mouse embryonic fibroblasts. PITX3 is a highly specific mdDA neuron marker that is required for DA neuron differentiation in the substantia nigra (Jacobs et al., 2009, 2011; Smidt et al., 2004). Specific PITX3-associated GFP expression

allowed us to strictly identify and purify DA neurons from either iPSCs or the ventral midbrain at specific developmental stages by fluorescence-activated cell sorting (FACS). We then subjected these mdDA neurons to genome-wide gene-expression analysis comparing iPSC-derived DA neurons and primary isolated mdDA neurons.

Induction of pluripotency in somatic cells is considered an epigenetic process that entails, among other events, a large series of changes in DNA methylation patterns (Bock et al., 2011; Maherali et al., 2007; Nishino et al., 2011; Ohi et al., 2011). Furthermore, iPSC differentiation into neural progenitor cells and subsequently into a specific neuronal subtype depends on properly established de novo DNA methylation (Lee et al., 2010; Watanabe et al., 2006). Therefore, it is essential not only to evaluate gene expression but also to compare the methylome of iPSC-derived DA neurons with their primary counterparts. In order to obtain a comprehensive profile of the functionally most relevant DNA methylation sites in iPSC-derived DA neurons versus primary mdDA neurons, we performed a genome-wide analysis of CpG island (CGI) methylation using reduced representation bisulfite sequencing (RRBS) (Meissner et al., 2005; Smallwood et al., 2011) on genomic DNA samples isolated from purified neuronal populations.

## RESULTS

### iPSC-Derived Purified *Pitx3*<sup>Gfp/+</sup> Neurons Express Crucial DA Markers

iPSCs were generated from embryonic fibroblasts of *Pitx3*<sup>Gfp/+</sup> transgenic mice and characterized (Figure S1 available online). DA-specific differentiation was performed according to previously described protocols (Chambers et al., 2009; Kawasaki et al., 2000) and resulted in microtubule-associated protein 2 (MAP2)- and tyrosine hydroxylase (TH)-positive PITX3-expressing neurons that exhibited the typical morphology of mature DA neurons (Figures 1A and 1B). A comparative FACS profile showed an absence of GFP-expressing cells within the undifferentiated iPSC population, whereas the DA-differentiated population contained a distinguishable subgroup of GFP-expressing cells (Figure 1C). Upon lineage-specific differentiation, iPSC-derived DA neurons were able to secrete dopamine (Figure 1D), and patch-clamp recordings revealed bona fide electrophysiological properties of the iPSC-derived mdDA neurons (Figures 1E–1G). PITX3-GFP-sorted cells functionally integrated into 6OHDA-lesioned rat brains after intrastriatal implantation, causing a reduction in amphetamine-induced rotation behavior (Figure S2). Our data show successful differentiation of iPSCs toward functional PITX3-expressing mdDA neurons that could be purified from an undefined iPSC-derived cell population. Next, we

set out to compare the global gene-expression profile of the iPSC-derived DA neurons with that of the primary mdDA neurons.

### Comparative Expression Profiling: Primary mdDA Neurons versus iPSC-Derived DA Neurons

We performed a genome-wide comparative gene-expression analysis with iPSC-derived PITX3-GFP-positive cells and primary isolated mdDA neurons at several developmental stages (embryonic day 12.5 [E12.5] to postnatal day 0 [P0]; see Figure 2A for experimental scheme). FACS sorting with an efficiency of 98% allowed purification of iPSC-derived PITX3-GFP-positive cells and primary PITX3-GFP-positive mdDA neurons (Figure 2B). Telencephalic brain homogenate served as the negative control for primary cells (Figure 2B), and undifferentiated iPSCs served as the negative control for iPSC-derived GFP-positive cells (as shown in Figure 1C).

Correlation of the genome-wide expression profiles of *Pitx3*<sup>Gfp/+</sup> mdDA neurons at different developmental stages (Figure 2C) revealed the highest similarities between embryonic mdDA neurons ( $r = 0.92$ – $0.98$ ). In comparison, the gene-expression profile of iPSC-derived DA neurons was less correlated (highest correlation [ $r = 0.66$ ] with E14.5 mdDA neurons); however, the weakest correlation was found between iPSC-derived DA neurons and P0 mdDA neurons ( $r = 0.55$ ).

We performed Gene Ontology (GO) term analyses to annotate genes that were differentially expressed in iPSC-derived DA neurons in comparison with primary embryonic mdDA neurons. We found that the genes that were most downregulated in iPSC-derived DA neurons were associated with GO terms such as nervous system development, neuron differentiation, and neurogenesis (Figure 2D).

We analyzed the expression of an mdDA-specific subset of genes in more detail and found high similarities between iPSC-derived DA neurons and most primary mdDA neurons (Figure 2E). Hierarchical clustering revealed several mdDA-specific genes equally up- or downregulated in primary isolated and iPSC-derived DA neurons. Sample cluster analysis revealed the strongest gene-expression correlation between iPSC-derived mdDA neurons and embryonic primary neurons, whereas postnatal-stage primary mdDA neurons clustered separately. Several key DA genes, such as *Otx2*, *FoxA1*, *FoxA2*, *Nr4a2* (*Nurr1*), *Lmx1a*, and *Lmx1b* were similarly expressed in iPSC-derived mdDA neurons and in embryonic mdDA neurons. Other DA genes, such as *En1* and *En2*, showed expression levels in iPSC-derived mdDA neurons comparable to those in postnatal mdDA neurons. We extended our gene-expression profiling to additional mdDA-specific transcription factors (Chakrabarty et al., 2012), axonal guidance factors, and ion channels (Figure S3). While we observed moderate correlations

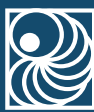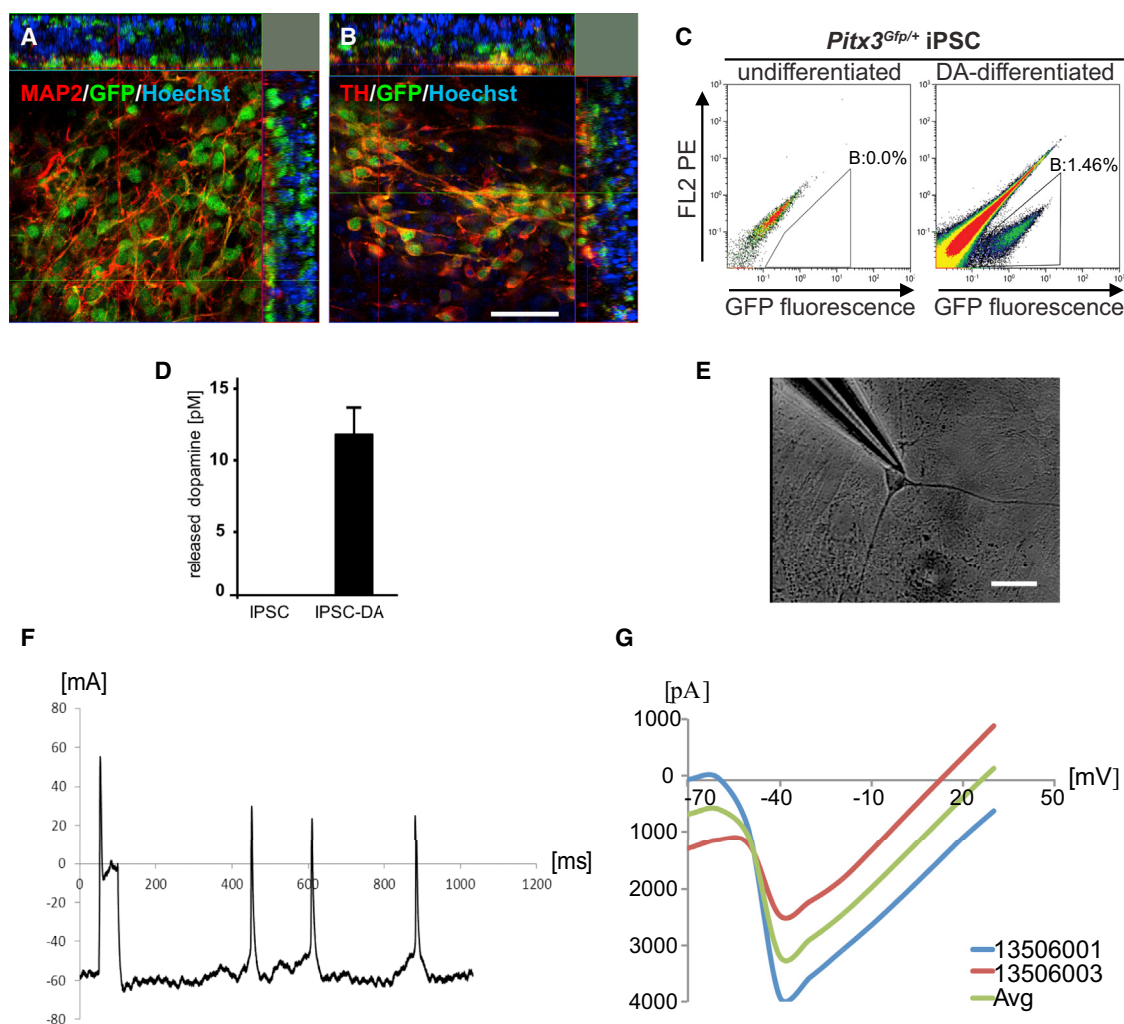

**Figure 1. Characterization of *Pitx3<sup>Gfp/+</sup>* iPSC-Derived mdDA Neurons**

(A) Confocal image of colabeled MAP2- and GFP-positive cells.  
(B) Confocal image of colabeled TH- and GFP-positive cells. Scale bar, 40  $\mu\text{m}$ .  
(C) FACS profile comparing undifferentiated and differentiated *Pitx3<sup>Gfp/+</sup>* iPSCs.  
(D) Quantitative dopamine measurement comparing undifferentiated and differentiated *Pitx3<sup>Gfp/+</sup>* iPSCs ( $n = 3$  independent experiments, error bar represents SD).  
(E) Representative phase-contrast image of a recorded neuron. Scale bar, 20  $\mu\text{m}$ .  
(F) Current-clamp recording of an in-vitro-generated mdDA neuron.  
(G) I-V curve indicative of voltage-independent  $\text{Ca}^{2+}$  channels and voltage-dependent  $\text{Na}^{+}$  channels.  
See also Figures S1 and S2.

between iPSC-derived mdDA neurons and primary DA neurons for transcription factors and axonal guidance factors, we found a high correlation for expression levels of ion channels, with the strongest overall correlation ( $r = 0.82$ ) between E12.5 mdDA neurons and iPSC-derived DA neurons.

In view of the origin of iPSC-derived DA neurons, we also analyzed the transcript profile for pluripotency genes and fibroblast-related genes, visualized by dendrograms

(Figure 2F). The gene expression of a set of pluripotency markers was subjected to cluster analysis, which showed similar transcript levels (e.g., *Nanog*, *Oct4* (*Pou5f1*), *Zfp42*, and *Nr0b1* [also known as *Dax1*]) in primary and iPSC-derived cell types (Figure 2F). This result not only substantiates a successful transition away from a pluripotent state but also indicates appropriate silencing of pluripotency genes upon in vitro differentiation. However, a similar cluster analysis performed on a subset of

fibroblast-specific markers revealed differential expression in primary and iPSC-derived neurons, suggesting remnants of a still active fibroblast gene program in iPSC-derived DA neurons.

In summary, comparative gene-expression profiling of purified iPSC-derived DA neurons and embryonic mdDA neurons revealed a clear correlation, but less similarity was found between iPSC-derived DA neurons and P0 DA neurons. Downregulated genes in iPSC-derived DA neurons were mainly associated with biological functions such as nervous system development, neurogenesis, and neuron differentiation. These findings prompted us to investigate the nature of this downregulation and to extend our gene-expression analysis by performing in-depth epigenetic profiling focused on DNA methylation.

### Gene-Specific Methylation Profiles Correlate with Gene Expression for Specific DA Markers

First, in order to validate our genome-wide expression profiling data, we performed quantitative PCR (qPCR) experiments for a set of selected key DA genes (*Pitx3*, *Nurr1*, *Dlk1*, *En1*, and *En2*), *Sox9*, and *Desmin*. The expression levels of these particular genes appeared to be in line with the results obtained by microarray analysis, and indicate that DA-specific marker expression in iPSC-derived DA neurons most closely resembles that of terminally differentiated-stage mdDA neurons (Figure 3A). As far as the expression of *Pitx3*, *Nurr1*, *En1*, and *En2* was concerned, the highest similarity was found between iPSC-derived DA and E16.5 mdDA neurons (Figure 3B).

Next, we set out to compare the DNA methylation profiles associated with the selected key DA gene expression of iPSC-derived DA and primary mdDA neurons. DNA methylation is a major player in epigenetic regulation of gene expression, and strong methylation of promoters is generally associated with gene silencing. RRBS allowed us to analyze specific CpG methylation at nucleotide resolution on a genome-wide scale. RRBS provides coverage preferentially of CpG-rich regions, such as CGIs. CGIs are predominantly associated with promoter regions surrounding the transcription start site (TSS). We identified and analyzed CGIs and their methylation status for the aforementioned key mdDA factors and found a striking correlation between CGI methylation levels and gene expression (Figure 3C). *Pitx3*, the mdDA marker we used to purify both cell types, revealed equally low methylation in the CGI around exon 1. Active expression of *Pitx3* in both cell types might be due to this permissive DNA methylation state. CGIs in gene bodies of *Nurr1*, *En1*, and *En2* appeared to be more strongly methylated in iPSC-derived DA neurons than in primary mdDA neurons. This specific DNA methylation state in iPSC-derived DA neurons may underlie the somewhat lower relative levels of

expression of these key mdDA factors in iPSC-DA neurons in comparison with the primary mdDA neurons. Interestingly, *Nurr1* showed the highest methylation in a CGI around exon 5, which may point to an alternative promoter for the expression of *Nurr1*. Similarly, increased methylation was observed for *En1* and *En2*, in particular at CGIs around exon 1. Additional key mdDA transcription factors, such as *Otx2*, *Lmx1a*, *Lmx1b*, *FoxA1*, *FoxA2*, and the dopamine receptor *Drd2*, were analyzed and their CGI methylation status was examined (Figure S4). Overall, increased CGI methylation in iPSC-DA neurons appeared to be at intermediate levels (around 50%) in comparison with native mdDA neurons. These differences in DNA methylation patterns and, accordingly, the reduction in DA gene-expression levels may have subtle, as yet uncharacterized effects on the proper functionality of iPSC-derived DA neurons. In order to obtain a global view of DNA methylation, we next set out to compare total CpG methylation and CGI methylation in primary mdDA neurons and iPSC-derived mdDA neurons.

### DNA Methylation Landscape in iPSC-Derived DA Neurons and Primary mdDA Neurons

To determine whether DA neurons derived from iPSCs recapitulate the DNA methylation landscape of their in vivo counterparts isolated from the ventral midbrain, we performed a genome-wide analysis of 5mC (Figure 4). We obtained information on 844,812 CpGs ( $\geq 5$  read depth) for iPSC-DA neurons and mdDA neurons, with a bisulfite conversion efficiency of  $>98\%$  as assessed by non-CpG methylation. Of these, 72% corresponded to CGIs in iPSC-DA neurons and mdDA neurons. Global methylation levels outside of CGIs were similar in iPSC-DA and mdDA neurons, and comparable to those observed in somatic tissues in general (Illingworth et al., 2008, 2010; Figures 4A and 4B). Similarly, the CpG methylation levels of iPSC-DA neurons and mdDA neurons were highly correlated ( $r = 0.85$ ; Figures 4C and 4D). On the other hand, in a CGI context, iPSC-DA neurons were relatively hypermethylated in comparison with mdDA neurons (Figure 4B), with the relative proportion of CpGs presenting intermediate levels of methylation (i.e., 40%–60%; Figures 4B and 4C). By plotting the percentage of CGI methylation in mdDA neurons against iPSC-DA neurons, we found a population of more than 2,000 genes with relative CGI-associated hypermethylation in iPSC-DA neurons (Figure 4D). As described above, this was also observed in the methylation levels of individual CGIs, with CGIs unmethylated in mdDA neurons presenting intermediate levels of methylation in iPSC-DA neurons (Figure 3C). Since CGI methylation is essentially bimodal (i.e., either methylated or unmethylated), this reflects a degree of epigenetic heterogeneity within the population of iPSC-derived DA neurons. To

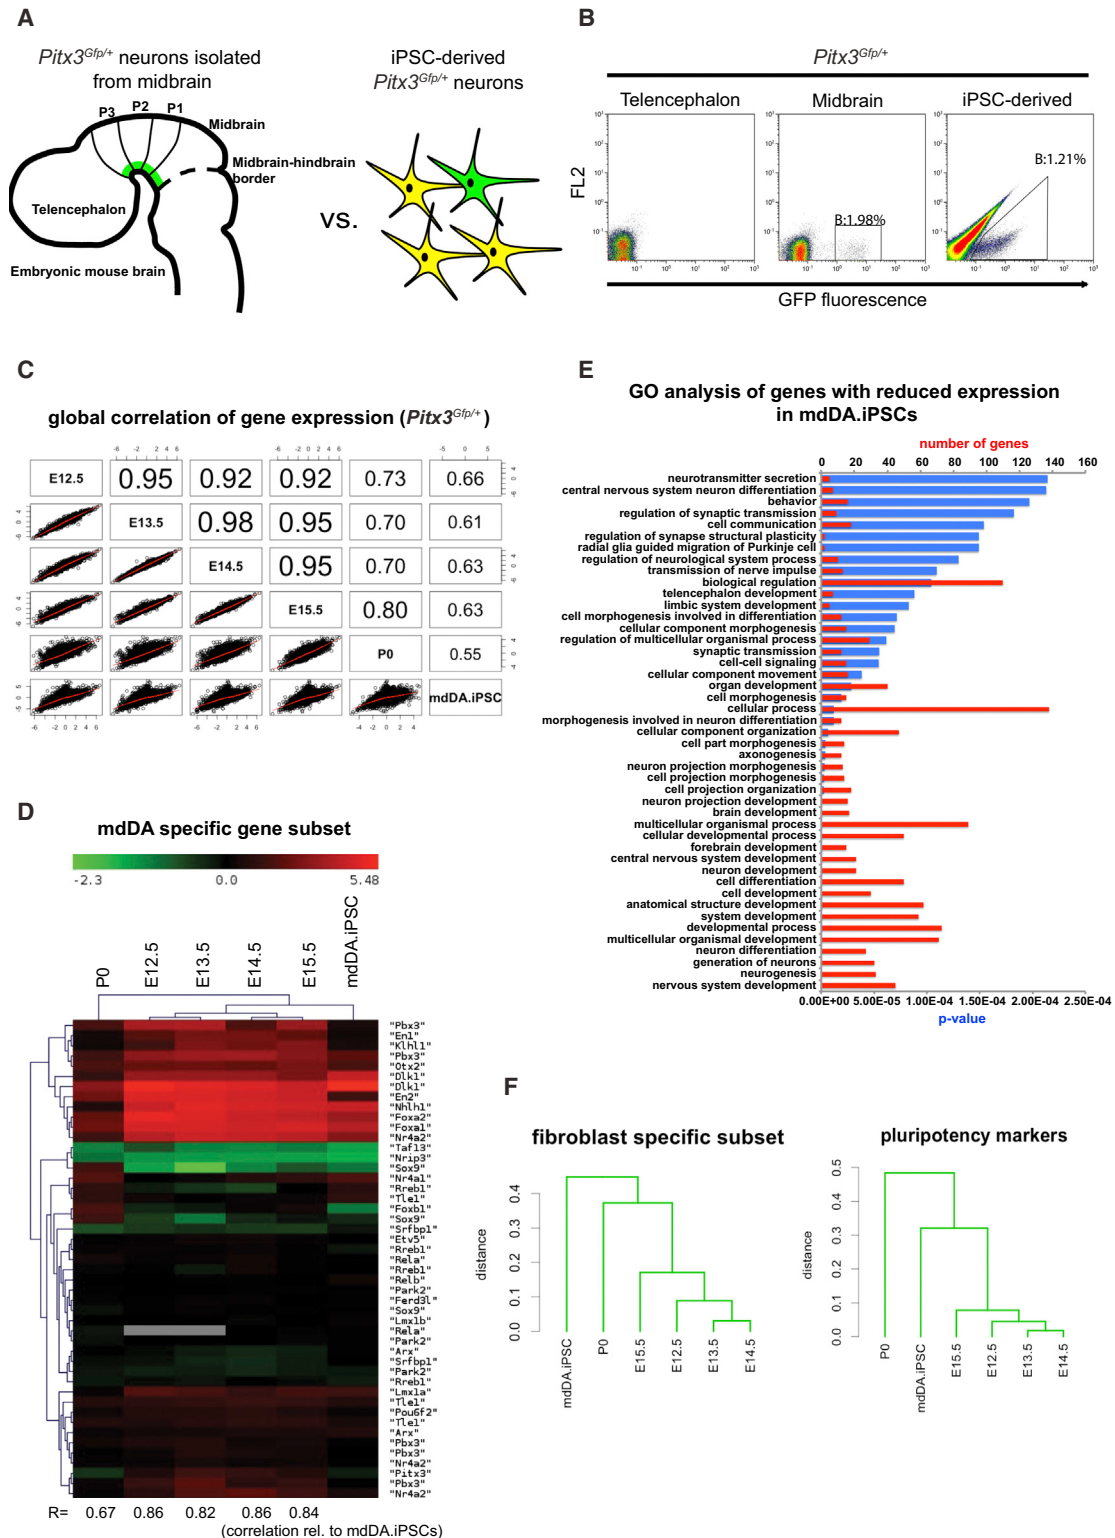

**Figure 2. Gene-Expression Profiling: Mesodiencephalic PITX3+ Neurons versus iPSC-Derived PITX3+ Neurons**

(A) Schematic of the experimental setup.

(B) FACS profile of the telencephalon and midbrain of *Pitx3*<sup>Gfp/+</sup> mice (E14.5) compared with iPSC-derived *PITX3*<sup>+</sup> neurons.

(C) Correlation matrix of global gene expression comparing all *Pitx3*<sup>Gfp/+</sup> purified neurons.

(legend continued on next page)

assess whether there is an impact on gene expression in this distinctly hypermethylated population, we analyzed the function of the associated genes and compared expression levels in developing mdDA neurons and iPSC-DA neurons.

### Intermediate Hypermethylation in iPSC-DA Neurons Affects Cell-Type-Specific Gene Expression

How the deposited data were processed for this re-analysis (not part of the article)

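RRBS data of 4 libraries were used, 1 each of iPSCs, NESTIN-GFP precursors, iPSC-DA neurons and mdDA neurons. The sample label of the precursors names Nestin-GFP neurons, while the paper's methods describe NESTIN-GFP-positive precursors, and the paper's name is used here. According to the paper's methods, the authors checked raw reads of 40 bases with FastQC, trimmed them with TrimGalore, and aligned them and called methylation with Bareback and Bismark. The authors deposited, for each cytosine position with at least 1 call, the count of methylated calls and the count of unmethylated calls, without normalization. They also deposited the percent of methylated calls at each position, which equals the methylated calls over all calls. The strands of a CpG are separate positions in the files, and no coverage filter had been applied. The paper's text does not name the genome build. Positions on chromosome 1 reach 197192264, and the chromosome lengths fit NCBIM37 (mm9). No genome or annotation of that build was used here. The microarray expression data of the paper were not analysed here.

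The paper's minimum depth of 5 calls in each library compared was used. CGIs were to be predicted from the genome sequence, with a stand-in set for the case that no genome of the build could be used, and the stand-in was applied. It takes runs of at least 10 positions with at least 5 calls in both DA libraries and gaps under 100 bp, called CpG clusters. Clusters depend on which positions were covered, so that their number and borders are not those of a CGI list. The methylation of a cluster is its methylated calls over all calls of its covered positions. Results at genes, including the DA genes of Figures 3C and S4 and the genes with a hypermethylated CGI, were not analysed here.

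The libraries of iPSC-DA and mdDA neurons were compared in each cluster with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over all clusters. Clusters with an adjusted p-value under 0.05 and a difference of at least 20 percentage points were called. The planned rule for the genes and sites to name took every gene named in the paper's methylation results and, among called CGIs associated with a gene and having at least 20 CpGs of at least 10 calls in both libraries, the 5 with the largest gain and the 5 with the largest loss. It was applied to clusters by position without the association to a gene. The largest gain, the largest loss and the largest loss on an autosome are given in the text. De novo methylation was measured in clusters with at least 5 positions of at least 5 calls in all 4 libraries, as a gain of at least 20 points from iPSCs.

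Shares have Wilson 95% intervals. Mean differences and correlations have 95% intervals from a jackknife that left out each chromosome in turn. With 1 library per condition there is no spread between replicates, and tests and intervals describe these libraries. The numbers of positions listed were 2213659 for iPSCs, 2550167 for NESTIN-GFP precursors, 1328656 for iPSC-DA neurons and 1427406 for mdDA neurons. The NESTIN-GFP library was the shallowest, with a median of 13 calls at the positions shared by the DA libraries. A position with 5 calls can take few values, so levels of single CpGs are coarser there than those of clusters.

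Alternatives were a minimum of 10 calls or of 1 call, strands merged into 1 site, autosomes alone, the larger library thinned to the total of the smaller, positions above the 99.9th percentile of coverage left out, unweighted means of CpGs, at least 10 covered CpGs per cluster, other sizes of difference or gain, a logit scale and Spearman's rho. Merging paired neighbouring positions from the left and is approximate without the genome. Other definitions of a cluster and the levels of hypermethylated clusters at other sizes of difference were added after seeing the data. So was the share of single CpGs with de novo methylation, which takes CpGs inside and outside clusters.

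Shifts in calls between chromosomes were computed as the median ratio of calls per position on a chromosome over the median of the autosomes, on the log2 scale, at positions with at least 5 calls in the libraries of iPSCs, iPSC-DA neurons and mdDA neurons. Read position was taken as the distance to an inferred read start, which is an isolated pair of adjacent positions, as at an MspI site. Positions measured had 0.8 to 1.25 times the mdDA calls of that pair. This inference is approximate without the genome. The code was tested on simulated data. Of 200 clusters changed by 30 points among 17692 clusters, 199 were recovered, and 0 unchanged clusters were called. The simulated calls were independent, without linked calls, PCR copies or variation between libraries. This test therefore checks the code and does not give the rate of false calls in the data. A simulated gain of calls of 0.42 (log2) on a chromosome, among 825338 positions, was recovered as 0.40. The code ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.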

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

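The tests of low chromosome 10 coverage in the mdDA library, of male cells, of a second methylated X chromosome, of read position and of the correlation across autosomes in iPSC-DA neurons were chosen only after the result was seen. The paper reports on the methylation of these libraries. It does not report calls per chromosome, methylation levels by chromosome or by position in the read, or the methylation of NESTIN-GFP precursors outside CGIs, and each result in this part is a signal of these kinds. With 1 library per condition, a different iPSC clone or passage, feeder cells, a mislabelled sample and a difference between library batches could not be tested for any of them.

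The library of iPSC-DA neurons had more calls on chromosome 10 than that of mdDA neurons, by 0.41 on the log2 scale relative to the median of the autosomes. The other 18 autosomes lay between -0.12 and 0.14. Against iPSCs the shift was 0.39. After regression on CpG density, coverage and methylation of the positions, fitted on the other autosomes, the shift was 0.41, outside the range of -0.12 to 0.15 of the other autosomes. The regression explained 3.37% of the variance between positions and left the values nearly unchanged, so that the shift cannot be told apart from a difference in library composition. It was spread along the chromosome, with 100% of 26 windows of 5 Mb above the autosomal median. The shift between iPSCs and mdDA neurons was 0.018, which goes against low coverage in the mdDA library. An extra copy of chromosome 10 in part of the iPSC-DA neurons is a candidate explanation. It is a hypothesis, since the untested explanations given above remain and no karyotype was analysed here.

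If the hypermethylated cells were the cells with extra chromosome 10, hypermethylated CpG clusters on chromosome 10 would have a higher level in iPSC-DA neurons than elsewhere. The median level of the 225 hypermethylated clusters on chromosome 10 was 48.0%, compared with 35.6% to 42.6% on the other autosomes. When clusters were chosen by their gain in NESTIN-GFP precursors instead, the iPSC-DA median was 55.7% on chromosome 10 (210 clusters) and 29.7% to 52.6% on the other autosomes. Chromosome 10 was thus also highest in clusters not chosen by the iPSC-DA library. These clusters were not required to differ from mdDA neurons and are another kind of set. The comparison therefore does not exclude an effect of the choice on the hypermethylated clusters. However, the NESTIN-GFP median of the hypermethylated clusters was also highest on chromosome 10, at 21.6% compared with 16.2% to 21.2%, and the NESTIN-GFP library had a shift in calls over mdDA neurons of 0.09 on this chromosome, the highest of its autosomes but close to the range of -0.12 to 0.07 of the others. Other kinds of clusters on chromosome 10 may therefore contribute, and the pattern cannot be told apart from that explanation. Across the 18 other autosomes, the shift in calls of iPSC-DA neurons over iPSCs correlated with the median level of hypermethylated clusters in iPSC-DA neurons (r = 0.866, permutation p = 1e-05, the smallest that 100000 resamples can give; rho = 0.736, permutation p = 0.0008). Without the 2 autosomes with the most extreme shifts, 13 and 8, r was 0.768 (permutation p = 0.00032). The same shift also correlated with the NESTIN-GFP levels of these clusters (r = 0.580, permutation p = 0.011; rho = 0.356, permutation p = 0.15), but not past the threshold without the 2 autosomes (r = 0.430, permutation p = 0.095). In iPSCs r was 0.141 (permutation p = 0.58) and in mdDA neurons it was 0.342 (permutation p = 0.16). Without the 2 autosomes these were 0.373 (permutation p = 0.16) and 0.381 (permutation p = 0.15), close to the value of the precursors. These 4 correlations had Benjamini-Hochberg adjusted p-values of 4e-05 for iPSC-DA neurons, 0.022 for NESTIN-GFP precursors, 0.58 for iPSCs and 0.213 for mdDA neurons. The tests were two-sided, and autosomes of 1 library are not independent samples. A link between the number of chromosomes and hypermethylation in the same cells is therefore a hypothesis. Cluster levels that differ between chromosomes for other reasons were not excluded, since the NESTIN-GFP median was also highest on chromosome 10 and the relation in the precursors was positive, though weaker and dependent on the autosomes included. Whether the correlation in iPSC-DA neurons exceeds that in the precursors was not tested.

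The library of iPSC-DA neurons had more calls on the X chromosome than that of iPSCs, by 0.87 on the log2 scale relative to the autosomes. The same kind of regression explained 17.0% of the variance and fitted a shift of -0.075 for the X, opposite in sign to the observed one. After it the shift was 0.95, outside the range of -0.14 to 0.38 of the autosomes. These values argue against library composition as measured by CpG density, coverage and methylation. Composition in other respects was not excluded. Of 32 windows of 5 Mb, 100% lay above the autosomal median. Of 36 Y positions with at least 20 calls in mdDA neurons, 83.3% had no call in iPSCs, and 33 had none in iPSC-DA neurons. This goes against male cells that kept a Y chromosome as the reason for the low X coverage of iPSCs. Male cells without a Y would also lack these calls, so the test cannot exclude them. CpGs in clusters on the X exceeded those on the autosomes in methylation by 10.1 points in iPSC-DA neurons, 1.02 points in iPSCs, 4.83 points in NESTIN-GFP precursors and 17.9 points in mdDA neurons. The values are consistent with female cells in which the iPSC library lacked an X chromosome in most cells, while iPSC-DA neurons carried a second X that was in part methylated. This remains a hypothesis, and cells of another clone in either library would give the same values. Under this hypothesis, iPSCs without a second X could not be the parents of iPSC-DA neurons that carry it.

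In CpG clusters low in mdDA neurons, apparent methylation in mdDA neurons was 1.38 points higher at bases 30 to 39 of the 40-base read (3.68%) than in the first 10 bases (2.30%). The change along the read was not a steady rise, since the level fell from 3.58% at base 3 to 1.73% at base 15 and then rose to 5.29% at base 39. If the position in the read were the cause of the later rise, the level would drop at positions more than 40 bases from the start, which other reads cover. By means, it did not, since the mean at 41 to 50 bases was 4.98% and the difference between bases 30 to 39 and these positions was -1.30 points. Base by base, the level was 5.29% at base 39, 14.0% at base 40 (439 positions) and 5.40% at base 41, so that a drop follows base 40, which the means leave out. The test therefore does not settle whether read position is the cause. Read starts were inferred from the positions and are approximate. An earlier version of the test with another choice of positions had shown a drop, so the outcome depends on that choice. The gain of iPSC-DA over mdDA neurons was 11.0 points in the first 10 bases and 10.8 points at bases 30 to 39, which goes against read position as the source of the gain. No biological explanation of the rise was tested.

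Outside clusters, mean methylation was 12.2 points higher in NESTIN-GFP precursors than in iPSC-DA neurons, at 80.7% and 68.5% over 223535 positions. At the 130691 positions with at least 20 NESTIN-GFP calls the difference was 11.1 points, so the low depth of this library does not account for it. In the first 20 bases of the reads it was 8.08 points and at the later bases 10.3 points, which goes against a source confined to the later bases. At most 5750 positions, those with an inferred read start, entered this comparison. It covers a small part of the positions, and both values were below the difference over all of them. A loss of whole unmethylated reads would raise the level at all bases of a read, so this comparison cannot decide on it. The precursors come from another reporter line and an earlier stage, and a difference between stages cannot be told apart from one between lines or batches.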

How the results depend on the processing

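The cluster definitions other than the main one, the levels of hypermethylated clusters by size of difference and the share of single CpGs with de novo methylation were chosen only after the result was seen, and the other alternatives in this part were set before the data were examined. No paired analysis was possible because there was 1 library per condition. Not run, for lack of a genome of the build, were the Takai-Jones rule, unmasked sequence and the alternatives of gene-level results. A share counted as changed when it left its counting interval, which is narrow here, a mean difference or correlation when it left its jackknife interval, and a count when it moved by more than 1.5 times.

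Leaving aside the other cluster definitions, under every alternative that applied to them mean CpG methylation was higher in iPSC-DA neurons in clusters (9.92 to 10.2 points) and outside them (1.36 to 2.84 points), and hypermethylated clusters outnumbered hypomethylated ones. Thinning the larger library and leaving out the highest coverage changed none of the results they were run on beyond these limits, and they were not run on the share of single CpGs with de novo methylation. Requiring at least 10 covered CpGs is met by every cluster by construction and shows no stability, except for de novo methylation, where the share reached in NESTIN-GFP precursors went from 43.2% to 41.6%. For all changes given here, the cause was not tested.

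With a minimum of 10 calls, the share of CpGs in clusters was 67.3%, r across CpGs 0.847, the share of clusters unmethylated in mdDA neurons that were over 60% in iPSC-DA neurons 1.17%, and the share of de novo methylation reached in the precursors 38.7% for clusters and 61.3% for single CpGs. With a minimum of 1 call, the share in clusters was 62.6%, the mean difference outside clusters 1.36 points, the share of CpGs in clusters at 40% to 60% 10.9%, r across CpGs 0.776 and across clusters 0.794, the share over 60% 1.65% and the share reached in the precursors 51.8%. With merged strands, these were 61.3% in clusters, 11.1% at 40% to 60%, r of 0.848 across CpGs and 0.725 across clusters, 29 hypomethylated clusters, 1.09% over 60% and 38.4% reached in the precursors. On autosomes alone, 66.2% of CpGs were in clusters and 11.1% of these at 40% to 60%. With unweighted means, 13.2% of the clusters unmethylated in mdDA neurons were at 40% to 60% and 1.58% over 60%, and 47.6% of de novo methylation was reached in the precursors. Spearman's rho was 0.738 across CpGs and 0.567 across clusters.

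Hypomethylated clusters numbered 261 at a difference of at least 10 points, 114 at 15 points, 10 at 30 points and 270 on the logit scale, compared with 46 at 20 points. Hypermethylated clusters numbered 3178 at 30 points, compared with 4883. Of the hypermethylated clusters, those at 20% to 40% in iPSC-DA neurons made up 50.6% at a difference of at least 10 points, 52.5% at 15 points, 48.8% at 20 points and 27.0% at 30 points, and those at 40% to 60% made up 35.2%, 38.4%, 42.7% and 61.6%, so that their order depends on this size, which itself sets how low a called cluster can be. De novo methylation reached in the precursors was 62.5% for gains of at least 10 points and 36.7% for gains of at least 30 points, so that this share lies on either side of 50% depending on the gain required. The NESTIN-GFP library has the lowest depth, with a median of 365 calls per cluster, and the effect of its depth on this share was not tested by thinning.

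The definition of a cluster moved many of the results. With gaps under 50 bp, 57.7% of CpGs were in clusters, the mean difference outside was 3.85 points, 10.9% of CpGs in clusters were at 40% to 60%, r was 0.671, 30 clusters were hypomethylated, 18.1% of clusters unmethylated in mdDA neurons were at 20% to 40% and 11.6% at 40% to 60%, and 35.2% of de novo methylation was reached in the precursors. With gaps under 200 bp the corresponding values were 70.8%, 1.21 points, 11.4%, r of 0.812, 20.6% at 20% to 40%, and 48.7% reached. With clusters of at least 5 positions, 78.8% of CpGs were in clusters, the mean difference was 9.49 points in clusters and reversed to -0.213 points outside, 11.3% of CpGs were at 40% to 60%, r was 0.883, 8291 clusters were hypermethylated and 627 hypomethylated, the shares of unmethylated clusters were 20.7%, 14.0% and 2.59% at 20% to 40%, 40% to 60% and over 60%, and 64.9% of de novo methylation was reached. With at least 20 positions, the values were 53.6% in clusters, 4.77 points outside, 10.7% at 40% to 60%, r of 0.513, 2637 hypermethylated and 6 hypomethylated clusters, shares of 18.4%, 11.0% and 0.552%, and 24.1% reached. With at least 20 positions and gaps under 200 bp, they were 60.8%, 3.59 points, 11.1%, r of 0.572, 2704 and 5 clusters, 11.6% at 40% to 60% and 0.532% over 60%, and 29.0% reached.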

Differences from the paper's values

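The cluster definitions other than the main one and the levels of hypermethylated clusters by size of difference were chosen only after the result was seen. So was the share of single CpGs with de novo methylation. Values across the positions shared by all 4 libraries were not among the alternatives set before the data were examined. The paper's text gives r = 0.85 for CpG methylation of iPSC-DA and mdDA neurons, while r was 0.8403 here; Fig. 4C shows about 0.84, read by eye. Of the alternatives set before the data were examined, merging the strands gave 0.848 and a minimum of 10 calls gave 0.847, and both round to the paper's value. Merged strands were also within the jackknife standard error of it. Across the positions shared by all 4 libraries, which was not among them, r was 0.849. A minimum of 1 call, autosomes alone, thinning, leaving out the highest coverage and Spearman's rho did not close the gap. For CGIs, Fig. 4D shows r of about 0.85, read by eye, while r across CpG clusters was 0.763. None of the alternatives set before the data were examined closed the gap, and the closest was a minimum of 1 call with 0.794. Of the cluster definitions chosen after seeing the values, clusters of at least 5 positions gave 0.883 and gaps under 200 bp gave 0.812, on either side of the paper's value.

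Outside CGIs, the lower quartile of CpG methylation in Fig. 4A, read by eye, is about 33% in iPSCs, while it was 14.6% here outside clusters. In iPSC-DA neurons the figure shows about 63% and the value here was 40.3%. In mdDA neurons the figure shows about 66% and the value here was 22.3%. Of the alternatives set before the data were examined, a minimum of 1 call brought the value of iPSC-DA neurons to 46.2%, within 1.5 times of the paper's. The positions shared by all 4 libraries, not among these alternatives, gave 47.1%. None of the alternatives set before the data were examined did so for iPSCs or mdDA neurons.

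Fig. 4B, read by eye, shows about 36% of CpGs outside CGIs at 0% to 20% in iPSC-DA neurons and about 42% in mdDA neurons, while 14.4% and 23.0% of CpGs outside clusters were under 20% here. None of the alternatives set before the data were examined closed these gaps. However, the readings of Fig. 4A and Fig. 4B conflict with each other. With lower quartiles of about 63% and 66%, shares of 36% and 42% under 20% cannot hold for the same CpGs. In Fig. 4B the shares at 80% to 100% were also read as equal to those at 0% to 20%. The gaps to these figures are therefore hard to interpret.

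The paper states that hypermethylation lay predominantly at intermediate levels around the middle of the scale. Of the hypermethylated clusters, 42.7% were at 40% to 60% and 48.8% were at 20% to 40% in iPSC-DA neurons. The split depends on the size of difference used to call a cluster, and the order reversed at a difference of at least 30 points, a comparison chosen after seeing the values, with 61.6% at 40% to 60% and 27.0% at 20% to 40%. Differences of at least 10 and 15 points, chosen in the same way, gave 35.2% and 38.4% at 40% to 60%. The paper also states that most de novo methylation occurred between pluripotent cells and NESTIN-GFP precursors. Of the clusters that gained at least 20 points by the stage of iPSC-DA neurons, 43.2% had done so in the precursors. For single CpGs inside and outside clusters, a comparison chosen after seeing the values, the share was 62.0%. Of the alternatives set before the data were examined, gains of at least 10 points gave 62.5% and a minimum of 1 call 51.8%, while unweighted means gave 47.6%, at least 10 covered CpGs 41.6%, a minimum of 10 calls 38.7%, merged strands 38.4% and gains of at least 30 points 36.7%. Autosomes alone, thinning and leaving out the highest coverage gave 43.1% to 43.2%. Of the cluster definitions chosen after seeing the values, at least 5 positions gave 64.9% and gaps under 200 bp 48.7%, while gaps under 50 bp gave 35.2%, at least 20 positions 24.1%, and at least 20 positions with gaps under 200 bp 29.0%. Means need no threshold and were not among these alternatives. In clusters they were 5.77% in iPSCs, 15.4% in precursors and 19.5% in iPSC-DA neurons, over CpGs covered in all 4 libraries. The mean of the precursors was thus closer to that of iPSC-DA neurons than to that of iPSCs, which goes with the paper's statement. Means do not show that the same clusters gained, however. Of the 3555 clusters that gained at least 20 points in precursors, 1104 did not do so in iPSC-DA neurons. In the clusters that gained in iPSC-DA neurons, the median gain was 16.6 points in precursors and 36.2 points in iPSC-DA neurons. The median share of a cluster's gain that was present in precursors was 46.0%.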

Other observations

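The tests in this part were each set before their own result was seen, but the pattern they test was noticed in the same data, and the test without the read start was added after the other had been seen. Across CpGs in clusters covered in all 4 libraries, methylation of mdDA neurons had a higher correlation with iPSCs (r = 0.776) than with iPSC-DA neurons (r = 0.646) or NESTIN-GFP precursors (r = 0.634), over 405727 positions. Outside clusters the order was the opposite, with r of 0.709 with iPSCs and 0.805 with iPSC-DA neurons over 223535 positions. Over all 629262 positions inside and outside clusters, r was 0.859 with iPSCs and 0.849 with iPSC-DA neurons. CpGs are not independent replicates, and no p-value is given. A signal at the read ends that the libraries of iPSCs and mdDA neurons share could raise their correlation. At positions 2 to 20 bases from the start of the read, r was 0.737 with iPSCs and 0.556 with iPSC-DA neurons over 70696 positions, a difference of 0.181. At bases 11 to 20, which leave out the read start as well, r was 0.737 with iPSCs and 0.577 with iPSC-DA neurons over 34374 positions, a difference of 0.160. The order was thus kept without the bases near either end of the read. The order in clusters may reflect the gain of methylation in iPSC-DA neurons, and with 1 library per condition it cannot be told apart from a difference between libraries.

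On the mitochondrial genome, 11.8% of 1695 calls were methylated in iPSCs, 9.27% of 2071 calls in iPSC-DA neurons and 7.64% of 812 calls in mdDA neurons. In NESTIN-GFP precursors there were 30 calls, with 46.7% methylated (95% CI 30.2% to 63.9%). Over all positions in the files, the percent of calls that were methylated was 15.0% in iPSCs, 56.1% in NESTIN-GFP precursors, 29.4% in iPSC-DA neurons and 23.8% in mdDA neurons. The hypermethylated clusters on the X chromosome, 77 in number, had a median of 46.8% in iPSC-DA neurons.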
